# E47 modulates hepatic glucocorticoid action

**DOI:** 10.1038/s41467-018-08196-5

**Published:** 2019-01-18

**Authors:** M. Charlotte Hemmer, Michael Wierer, Kristina Schachtrup, Michael Downes, Norbert Hübner, Ronald M. Evans, N. Henriette Uhlenhaut

## Abstract

Glucocorticoids (GCs) are effective drugs, but their clinical use is compromised by severe side effects including hyperglycemia, hyperlipidemia and obesity. They bind to the Glucocorticoid Receptor (GR), which acts as a transcription factor. The activation of metabolic genes by GR is thought to underlie these adverse effects. We identify the bHLH factor E47 as a modulator of GR target genes. Using mouse genetics, we find that E47 is required for the regulation of hepatic glucose and lipid metabolism by GR, and that loss of E47 prevents the development of hyperglycemia and hepatic steatosis in response to GCs. Here we show that E47 and GR co-occupy metabolic promoters and enhancers. E47 is needed for the efficient recruitment of GR and coregulators such as Mediator to chromatin. Altogether, our results illustrate how GR and E47 regulate hepatic metabolism, and might provide an entry point for novel therapies with reduced side effects.

## Abstract (web summary)

Glucocorticoids (GCs) are widely used anti-inflammatory drugs; however, long-term treatment causes metabolic side effects. Here, the authors show that E47 is a modulator of glucocorticoid receptor activity for a subset of target genes in mouse liver, and that loss of E47 protects mice from hyperglycemia and hepatic steatosis in response to GCs.

## Introduction

Glucocorticoids (GCs) are both widely used anti-inflammatory drugs and very potent metabolic regulators. Unfortunately, elevated GC levels are associated with metabolic disturbances like hyperglycemia, insulin resistance, dyslipidemia, hepatic steatosis and obesity. These symptoms are hallmarks of metabolic syndrome and compromise their long-term therapeutic use^1,2^.

When GCs bind to the Glucocorticoid Receptor (GR), it translocates from the cytoplasm to the nucleus, where it regulates gene expression both positively and negatively. GR is a nuclear receptor known to bind to consensus DNA sequences termed glucocorticoid response elements (GREs), but the exact mechanisms leading to transcriptional activation versus repression are unclear^3–5^. In general, the desired immunosuppressant properties of GCs are thought to be due to the repression of inflammatory genes, while the adverse effects are believed to be caused by the activation of metabolic GR targets^6^.

The past years have unveiled an extensive repertoire of interacting transcription factors and coregulators that affect gene regulation by GR. It has been shown that GR depends on the presence of lineage-determining pioneering factors to generate accessibility for enhancer and promoter binding and to create cell-type-specific hormone responses^5,7^. Indeed, GR cistromes are highly cell type specific (a cistrome is defined as the sum of all binding sites in a given cell type, essentially the entire ChIP-Seq data set). While GR is widely expressed, comparison of various cistromes from different cell types shows very little overlap. That means that the anti-inflammatory versus metabolic actions of GR might be encoded by both cell type specific accessibility to enhancers and tissue-specific crosstalk, which is in turn created by different pioneering or interacting factors. For example, GR binding at macrophage *cis*-regulatory elements occurs together with AP-1 and NF-κB at sites specified by Pu.1 and C/EBP, while the liver GR cistrome features co-occuring FoxA, HNF4α, HNF6 and C/EBP motifs^3,8,9^.

To gain a deeper understanding of the mechanisms involved in the transcriptional activation of metabolic programs in response to GCs, we performed GR ChIP-Seq and motif analyses in mouse livers. In addition to the motifs described above, we found an E-Box specifically enriched near GREs in hepatic promoters and enhancers. This particular E-Box was predicted to be bound by the basic helix-loop-helix (bHLH) transcription factor E47. E47 is mostly known for its role in B and T cell lineage commitment, although it is expressed in many tissues^10,11^. It is encoded by the *E2A* or *Tcf3* gene, and together with E12 (which arises from the same *E2A* gene by alternative splicing), E2–2 and HEB belongs to the class of E proteins that can heterodimerize with other bHLH factors. Furthermore, these E proteins are inhibited by binding to ID (Inhibitor of DNA binding) proteins, and this interplay is necessary to drive tissue and cell type specific gene expression programs. Importantly, mutation of all four ID proteins in mice has been linked to phenotypic alterations in glucose, lipid and cholesterol metabolism^12^.

We therefore hypothesized that co-occupancy of GR and E47 might play a role for the transcription of a subset of genes and that E47 could modulate GR-dependent gene activation in a tissue-specific manner. Here we show that crosstalk between E47 and GR plays a role in hepatic lipid and glucose metabolism. Indeed, loss of E47 affects GR’s ability to upregulate metabolic target genes. Consequently, *E47* mutant mice are protected from steroid-induced hyperglycemia, dyslipidemia and hepatic steatosis. Using ChIP to map GR binding in mouse livers together with hepatocyte-specific *E47* mutant mice, we demonstrate that GR and E47 synergize to mediate the metabolic actions of GCs at the genomic level. We find that inactivation of E47 leads to reduced occupancy of GR, Mediator and FoxO1 at a subset of hepatic enhancers and promoters. We confirm the relevance of these observations for human disease in a high throughput luciferase reporter screen of human *cis*-regulatory sequences responding to GCs. Thus, targeting this mechanism might provide an entry point for the development of GC therapies with reduced metabolic side effect profiles^13^.

## Results

### GR and E2A co-occupy metabolic promoters and enhancers in vivo

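GR ChIP-Seq was performed on wild-type mouse livers in 2 biological replicates. The methods describe mice 10 to 16 weeks of age and 8 µg of antibody per ChIP. The sample labels give a collection time of 10 h after lights on and no treatment, whereas the description of Supplementary Data 1 calls the same livers Dex-treated. The authors aligned the reads to mm10, removed duplicates, kept uniquely mapped read pairs, downsampled each GR library to 18 mio read pairs and called peaks with MACS2. What was analysed here is the resulting list of called peaks of each replicate, with the start, end and width of each peak in bp, its nearest gene and the gene feature it lies in. The lists carry no read count, peak height or q-value, so the depth behind a single peak is unknown and the strength of binding was not measured. Replicate 1 had 4291 peaks with a median width of 372 bp, and replicate 2 had 7334 peaks with a median width of 408 bp. The GR replicate numbers are those of the sample labels, and the names of the deposited lists give them the other way round. In replicate 1, 65.6% of the peaks shared at least 1 bp with a peak of replicate 2 (95% Wilson interval 64.2 to 67.1%), and 37.5% of the replicate 2 peaks had a counterpart in replicate 1 (36.4 to 38.6%). Promoters held 34.3% of the peaks in replicate 1 (32.9 to 35.7%) and 57.4% in replicate 2 (56.3 to 58.5%), an odds ratio of 2.58 (two-sided Fisher's exact test, p = 3.7e-129). These intervals cover counting error only. Merging peaks that shared at least 1 bp gave 8795 GR peaks called in at least 1 replicate, of which 2739 (31.1%) were called in both replicates. All further values for GR rest on these merged peaks unless a replicate is named.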

To gain mechanistic insight into GC-mediated gene regulation in metabolic tissue, we first performed ChIP-sequencing for GR in mouse livers collected in the late afternoon. This is the time when endogenous corticosterone levels rise in order to upregulate gluconeogenic genes in response to fasting^14,15^. 

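Pck1 (ENSMUSG00000027513) lies on chromosome 2 of mm10 from 173153048 to 173159273. A single GR peak covered its promoter and the whole gene in each replicate, 8532 bp wide in replicate 1 (173152385 to 173160916) and 8284 bp wide in replicate 2 (173152581 to 173160864). Another 3 GR peaks were called upstream of Pck1 in both replicates, all in intergenic sequence, and the closest of them spanned 173147742 to 173148286 in replicate 2. G6pc (ENSMUSG00000078650) lies on chromosome 11 from 101367561 to 101377903 and had 10 GR peaks in replicate 1 and 7 in replicate 2. Its promoter peak spanned 101367405 to 101368891 in replicate 1 and 101367340 to 101374926 in replicate 2. An intergenic peak upstream of G6pc, called in replicate 1 only (101360740 to 101361137), contained the sequence AGGACACGGTGTACC at 101360883 to 101360897, which has 1 mismatch to the GRE consensus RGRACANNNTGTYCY. Per1 (ENSMUSG00000020893) lies on chromosome 11 from 69095217 to 69109960, and its promoter peak spanned 69094749 to 69095316 in replicate 1 and 69094747 to 69095477 in replicate 2. The peaks of both replicates in intron 1 of Per1 merged to 69096602 to 69097587 and contained AGAACACGATGTTCC at 69097076 to 69097090, with 0 mismatches to the GRE consensus. A further promoter peak of Per1, merged to 69098540 to 69099636, contained GGAACATCCTGTTCT at 69099416 to 69099430, also with 0 mismatches. Tat (ENSMUSG00000001670) lies on chromosome 8 from 109990437 to 109999803 and had 8 GR peaks in replicate 1 and 9 in replicate 2. The peak over the Tat promoter was 4454 bp wide in replicate 1 (109990168 to 109994621) and 4816 bp wide in replicate 2 (109990233 to 109995048). An intergenic Tat peak found in both replicates (109982324 to 109982857 in replicate 1) contained GGAACCTGATGTCCT at 109982430 to 109982444, with 1 mismatch to the GRE consensus. The GRE matches at these genes were looked up after seeing the data. The map of called peaks at Pck1 and Tat shows the peaks of each replicate.

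**Figure D1:**
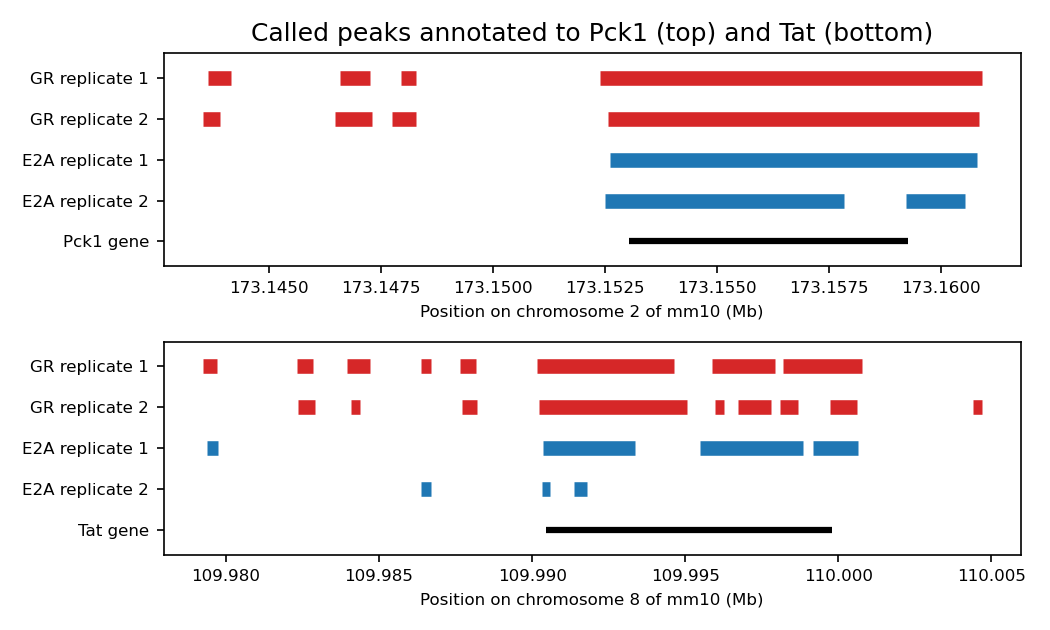
Called peaks annotated to Pck1 on chromosome 2 (top) and to Tat on chromosome 8 (bottom), with genomic position in Mb of mm10 on the horizontal axis and a line of bars for each replicate of the GR and E2A ChIP-Seq and for the gene itself. Each bar runs from the start to the end of a called peak, and a GR peak 8532 bp wide in replicate 1 covers Pck1 from end to end.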

As expected, we detected strong GR binding to the enhancers and promoters of known target genes such as *Pck1*, *G6pc*, *Per1*, *TAT* etc. (Fig. 1, Supplementary Fig. 1 & Supplementary Data 1). Bioinformatic motif analyses on GR-bound sequences similarly revealed consensus sites for transcription factors previously shown to co-occupy hepatic *cis*-regulatory elements, namely C/EBP, HNF4α, HNF6, FoxA, Stat5 and other nuclear receptors together with GREs^3,8^. 

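Motif matches were counted in the 200 bp at the centre of each of the 8647 merged GR peaks of at most 2000 bp and compared with 16198 windows of 200 bp that began 500 bp outside the peak edges and met no peak. A match is a consensus sequence on either strand, with up to 2 mismatches allowed for the GRE and the nuclear receptor DR1 motif and none for the others. Fisher's exact tests were two-sided, with Benjamini-Hochberg adjustment over the 40 tests of both cistromes. A GRE was found in 17.8% of the GR windows and 12.7% of the flanks, an odds ratio of 1.49 (adjusted exact p = 2.0e-26). The C/EBP motif had an odds ratio of 1.62 (4.73% against 2.97%, adjusted exact p = 5.9e-12). For HNF4 the odds ratio was 2.93 (1.87% against 0.648%, adjusted exact p = 1.9e-17), and for HNF6 it was 1.48 (adjusted exact p = 1.8e-09). STAT5 matches had an odds ratio of 1.24 (adjusted exact p = 9.5e-05) and DR1 matches of 2.17 (adjusted exact p = 1.0e-46). FOX matches, the motif of FoxA, were found in 6.51% of GR windows and 6.90% of flanks, an odds ratio of 0.940 (adjusted exact p = 0.275). Of the 20 motifs counted, 9 were enriched and 8 depleted at an adjusted p under 0.05. The GC content was 58.0% in the GR windows and 46.4% in the flanks. The alternative setting that moved the GRE most was the restriction to the 4310 windows of distal peaks, those not annotated as promoter. The odds ratio of the GRE there was 2.66 (28.1% against 12.9%) and that of FOX was 1.54 (adjusted exact p = 2.2e-10). In the 4337 windows of promoter peaks both were less frequent than in flanks. The GRE had an odds ratio of 0.569 (7.54% against 12.5%) and FOX of 0.341 (2.35% against 6.60%). The GC content was 66.7% in the promoter windows and 47.1% in their flanks. The plot of odds ratios for GR gives all windows and distal windows.

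**Figure D2:**
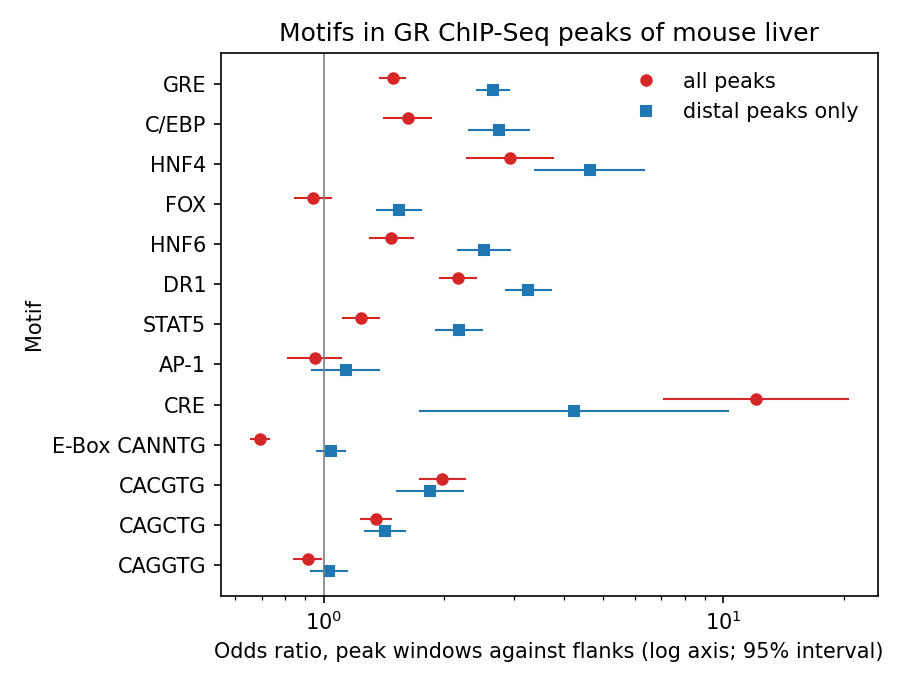
Odds ratio of each motif in GR peak windows against flanks (horizontal log axis) for all peaks (circles) and for distal peaks only (squares). Lines are 95% intervals of the odds ratio, and the vertical line marks equal frequency. FOX lies at 0.940 in all peaks and at 1.54 in distal peaks.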

Interestingly, we also found the E47 E-Box consensus motif CANNTG enriched near GREs (Fig. 1a). 

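The E-Box CANNTG was found in 54.7% of the GR windows and 63.5% of the flanks, an odds ratio of 0.692 (two-sided Fisher's exact test, adjusted p = 7.3e-41). In distal peaks the shares were 68.3% and 67.4%, an odds ratio of 1.04 (adjusted exact p = 0.378). Comparing windows with flanks only within bins of 5% GC content, a setting chosen after seeing the data, gave an odds ratio of 0.998. The 10 sequences that CANNTG stands for differed. CACGTG, the core drawn in Fig. 1a, was found in 5.54% of the GR windows and 2.88% of the flanks, an odds ratio of 1.98 (adjusted exact p = 8.0e-24). CAGCTG had an odds ratio of 1.35 (11.8% against 8.99%, adjusted exact p = 9.8e-12) and CAGGTG of 0.912 (13.3% against 14.4%, adjusted exact p = 0.0204). To measure the E-Box beside the GRE, GR windows with a GRE were compared with those without, as part of 22 tests adjusted together. CANNTG was found in 62.0% of the 1540 windows with a GRE and 53.1% of the 7107 windows without, an odds ratio of 1.44 (adjusted exact p = 6.1e-10). Among distal windows the shares were 67.9% of 1213 and 68.5% of 3097, an odds ratio of 0.975 (adjusted exact p = 0.787). Distal windows held more of both motifs than promoter windows, 28.1% against 7.54% for the GRE and 68.3% against 41.1% for CANNTG. Mixing the 2 kinds of window can therefore give a value above 1 without a link between the motifs. For CACGTG the odds ratio beside a GRE was 0.892 in all windows (adjusted exact p = 0.594) and 0.964 in distal windows (adjusted exact p = 0.876).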

Of note, a previous study had also found an E47 motif associated with GR-bound fragments in mouse liver samples^16^.

**Fig. 1:**
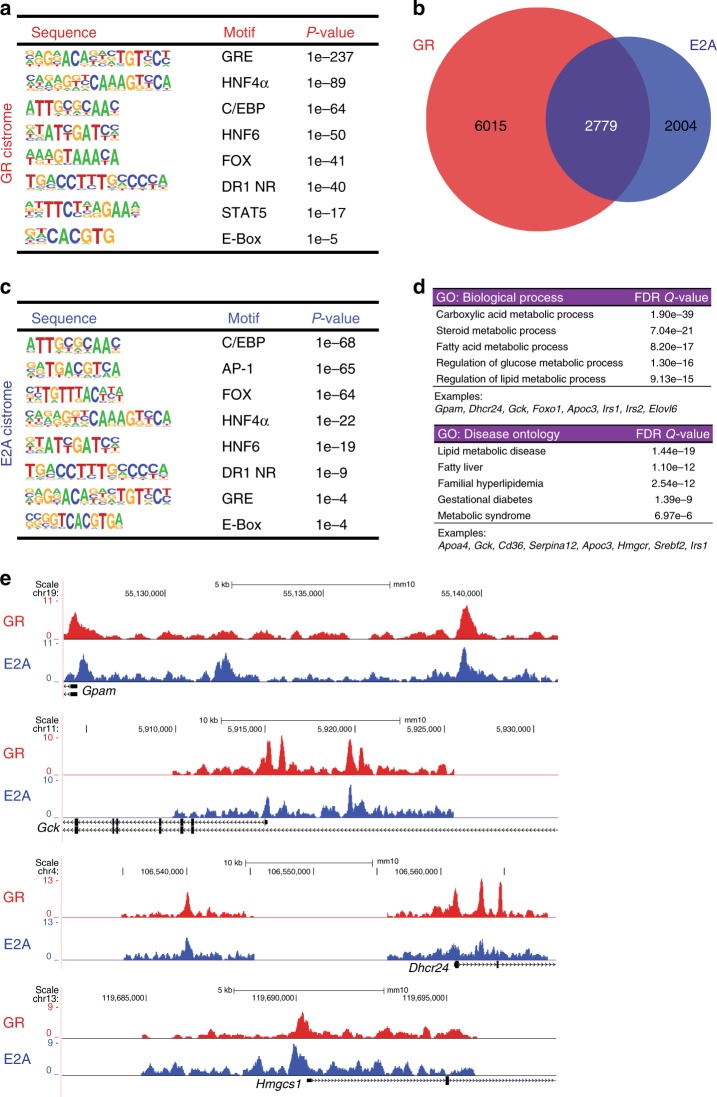
Genomic binding of GR and E2A overlaps in mouse liver. **a** Bioinformatic motif analyses of the hepatic GR cistrome detect enriched transcription factor consensus sites in GR ChIP sequences. **b** Area-proportional Venn diagram depicting the overlap between the GR and E2A liver cistromes. Numbers of called peaks in at least one sample are shown (*n* = 2 biol. replicates). **c** Analogous motif analyses of the hepatic E2A ChIP sequences. **d** Functional annotation of shared GR-E2A target genes by GO analysis, assigning common ChIP peaks to the nearest coding gene. **e** Representative ChIP-Seq tracks displaying co-occupancy of GR and E2A at metabolic promoters and enhancers. *Y*-axes show normalized read counts

To validate that E47 plays a role for hepatic gene regulation, we first characterized its expression profile in mouse liver: Indeed, we detected robust levels of *Tcf3* mRNA in livers collected every 4 h throughout the day/night cycle. We also found detectable levels of *Heb*, low levels of *E2–2*, high levels of *Id2*, robust levels of *Id3* and *Id1* and low expression of *Id4* (Supplementary Fig. 1A). Measurable expression of the entire family of E and ID proteins suggests a functional role in hepatocytes, although none of them were differentially regulated in response to feeding/fasting, daily fluctuations in endogenous corticosterone secretion or GC treatment.

To test our hypothesis that E47 would bind together with GR to hepatic enhancers and promoters, we next performed ChIP-Seq using an E2A antibody in the same livers. 

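E2A ChIP-Seq, with an antibody against the products of the gene Tcf3 that include E47, was performed on wild-type livers in 2 biological replicates. Age, collection time and antibody amount are those given for GR, and the same conflict over treatment between the labels and the description of Supplementary Data 1 holds. The authors downsampled each E2A library to 22 mio read pairs and otherwise processed it as the GR libraries. Replicate 1 had 4028 peaks with a median width of 378 bp, and replicate 2 had 1892 peaks with a median width of 349 bp. Of the replicate 1 peaks, 27.9% shared at least 1 bp with a replicate 2 peak (95% Wilson interval 26.5 to 29.3%), and 59.8% of the replicate 2 peaks had a counterpart in replicate 1 (57.6 to 62.0%). Promoters held 41.2% of the peaks in replicate 1 (39.7 to 42.8%) and 37.1% in replicate 2 (34.9 to 39.3%), an odds ratio of 1.19 (two-sided Fisher's exact test, p = 0.00232). The merged list had 4783 E2A peaks called in at least 1 replicate, of which 1117 (23.4%) were called in both.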

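Of the 8795 merged GR peaks, 2702 shared at least 1 bp with a merged E2A peak, which is 30.7% (95% Wilson interval 29.8 to 31.7%). Seen from the other side, 2779 of the 4783 E2A peaks met a GR peak, which is 58.1% (56.7 to 59.5%). This left 6093 peaks with GR only and 2004 with E2A only. To ask how much overlap position alone would give, the E2A peaks were moved to random places on their own chromosome 1000 times, keeping their widths. On average 18.3 of the moved peaks met a GR peak (SD 4.33), and at most 34 did. The observed overlap was 152-fold the average, with a one-sided permutation p = 0.001, the smallest that 1000 shuffles can give. Peaks are not biological replicates, so this p-value describes these lists of peaks and not the variation between mice. The alternative that moved this fold most drew the E2A promoter peaks from annotated promoters, and was chosen after seeing the data. Of 1871 E2A promoter peaks, 1308 met a GR promoter peak, against 325.6 on average for randomly drawn promoters, which is 4.02-fold (permutation p = 0.001). Among distal peaks, 1366 of the 2912 E2A peaks (46.9%) met a distal GR peak, 267-fold the average of shuffled distal peaks. None of these draws was limited to accessible chromatin or to promoters active in liver. Peaks of 2 factors that both lie in accessible chromatin would also exceed them. The folds therefore do not show an overlap specific to GR and E2A. Each replicate of GR was also compared with each replicate of E2A. The overlap was 217-fold for replicate 1 of both ChIPs, 182-fold for replicate 2 of both, 241-fold for GR replicate 1 with E2A replicate 2 and 155-fold for GR replicate 2 with E2A replicate 1. Restricting both lists to peaks called in both replicates left 469 of 2739 GR peaks (17.1%) at an E2A peak and 489 of 1117 E2A peaks (43.8%) at a GR peak.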

As shown in Fig. 1b, we actually found that the E2A and the GR cistromes partially overlapped and that they shared a large number of binding sites. Significantly enriched motifs within E2A ChIP peaks included again C/EBP, HNF4α, FoxA, HNF6, E-Boxes and GREs, together with nuclear receptor DR1 and AP-1 motifs, underscoring the notion that E47 and GR share a set of common target genes (Fig. 1c). 

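Motifs in the 4748 merged E2A peaks of at most 2000 bp were counted as for GR, against 8671 flanking windows. The C/EBP motif was found in 7.60% of the E2A windows and 2.74% of the flanks, an odds ratio of 2.92 (two-sided Fisher's exact test, adjusted p = 8.2e-36). HNF4 had an odds ratio of 4.55 (2.32% against 0.519%, adjusted exact p = 4.4e-19). FOX was found in 10.1% of the windows and 7.24% of the flanks, an odds ratio of 1.44 (adjusted exact p = 1.8e-08). The odds ratios of HNF6, DR1 and AP-1 were 2.02 (adjusted exact p = 4.4e-19), 2.56 (adjusted exact p = 2.3e-39) and 1.32 (adjusted exact p = 0.00705). The E-Box CANNTG was found in 59.3% of the windows and 64.8% of the flanks, an odds ratio of 0.789 (adjusted exact p = 3.8e-10). Within it, CACGTG had an odds ratio of 1.98 (adjusted exact p = 7.8e-14), CAGCTG of 1.34 (adjusted exact p = 1.2e-06) and CAGGTG of 0.845 (adjusted exact p = 0.00163). The CAGCTG value was 1.00 without E2A replicate 1 and 1.36 without E2A replicate 2. GREs were found in 10.4% of the E2A windows and 12.6% of the flanks, an odds ratio of 0.807 (adjusted exact p = 2.6e-04). In distal E2A peaks the odds ratio was 1.01 for the GRE (adjusted exact p = 0.889) and 1.05 for CANNTG (adjusted exact p = 0.382). The GRE also separated GR peaks by E2A binding, being found in 13.6% of the GR windows with an E2A peak and in 19.6% of those without, an odds ratio of 0.642 (adjusted exact p = 3.7e-11). Distal GR windows with an E2A peak still held more GREs than their flanks (20.2% against 12.1%, odds ratio 1.84). For distal GR windows without an E2A peak the shares were 31.7% and 13.2%, an odds ratio of 3.05. The GC content was 54.8% in the E2A windows and 46.5% in the flanks. All of these odds ratios are drawn in the plot of motifs in E2A peaks.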

Interestingly, these common targets could be classified as genes involved in glucose and lipid metabolism. Functional annotation of GR and E2A co-bound *cis*-regulatory elements linked them to nearby genes important for glucose, lipid and fatty acid metabolism, such as those associated with metabolic syndrome, diabetes or hepatosteatosis (Fig. 1d). 

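With each peak assigned to its nearest gene as in the deposited annotation, 5667 genes had a GR peak, 3355 had an E2A peak and 2152 had a shared peak, which is a GR or an E2A peak that met a peak of the other ChIP. No gene ontology was used here. Genes were instead counted as metabolic when their full name held any of 11 word stems, such as lipid, cholesterol, glucose and insulin. Among genes with a shared peak, 85 of 2152 (3.95%) had such a name, against 125 of 4369 genes (2.86%) with unshared peaks only. The odds ratio was 1.40 (two-sided Fisher's exact test, p = 0.0208). Genes with more peaks have more chances of a shared peak, and among protein-coding genes with exactly 1 peak the odds ratio was 0.972 (exact p = 1). Counting peaks as shared when their centres lay within 250 bp gave an odds ratio of 1.31 (exact p = 0.0741). With an overlap of at least 50% of the shorter peak it was 1.41 (exact p = 0.0188), with peaks of at most 2000 bp 1.39 (exact p = 0.0247) and with peaks called in both replicates only 1.66 (exact p = 0.0354). The wider peaks of each sample, a setting chosen after seeing the data, gave 1.52 (exact p = 0.0219). Of the 19 genes that the paper names for its ChIP-Seq in the text and in Fig. 1, 17 had a shared peak. The gene examples of Fig. 1d included Irs1 on chromosome 1, where a GR promoter peak (82290832 to 82291694 after merging) met an E2A peak of replicate 1 (82291262 to 82291789). At Foxo1 on chromosome 3, a peak in intron 1 was called in GR replicate 1 (52290789 to 52291190) and in both E2A replicates (52290750 to 52291288 in replicate 1). At Serpina12 on chromosome 12, a peak in intron 3 was called in all 4 samples (104033683 to 104033978 in GR replicate 1). Apoa4 on chromosome 9 was the nearest gene of no peak. The closest GR peak to its transcription start site lay 4807 bp away, was annotated to Apoc3 and was shared with E2A.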

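Coordinates are those of mm10. Gpam on chromosome 19 (ENSMUSG00000024978) had a peak in intron 1 that was called in GR replicate 2 (55119707 to 55119983) and E2A replicate 1 (55119666 to 55119952). At the Hmgcs1 promoter on chromosome 13 (ENSMUSG00000093930), a GR peak in replicate 2 only (119690256 to 119690929) met an E2A peak in replicate 1 (119690025 to 119690308). That E2A peak overlapped an E2A peak of replicate 2 (119689888 to 119690167), which by itself did not reach the GR peak. E2A peaks covered the promoter of Pck1 in both replicates, 8188 bp wide in replicate 1 (173152618 to 173160805) and 5352 bp wide in replicate 2 (173152497 to 173157848), and met the wide GR peak over that gene. G6pc had 5 E2A peaks in replicate 1 and 2 in replicate 2, all of them at a GR peak, and its promoter peak in E2A replicate 1 spanned 101367526 to 101370342. Igfbp1 on chromosome 11 (ENSMUSG00000020429) had a GR peak at its promoter in replicate 2 (7197570 to 7198166) and an intergenic GR peak in replicate 1 (7194522 to 7194830). No E2A peak was annotated to Igfbp1, and the E2A peak closest to its transcription start site lay 61928 bp away, from 7135561 to 7135854. Of the 19 genes that the paper names for its ChIP-Seq, 15 had GR peaks and 9 had E2A peaks in both replicates.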

For example, GR and E2A were both bound to the promoters or enhancers of metabolic genes like *glycerol-3-phosphate acyltransferase (Gpam), glucokinase (Gck), 24-dehydrocholesterol reductase* (*Dhcr24*), *3-hydroxy-3-methylglutaryl-CoA synthase 1 (Hmgcs1), phosphoenolpyruvate carboxykinase 1* (*Pck1*), *glucose-6-phosphatase (G6pc)* and *insulin like growth factor binding protein 1 (Igfbp1)* (Fig. 1e and Supplementary Fig 1B). On the other hand, pathways that were specifically regulated by GR without E2A were for example small molecule metabolic processes, while genes involved in MAPK signaling showed only binding of E2A but not GR (Supplementary Fig. 1C, D).

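By nearest gene, 3166 genes had a GR peak and no E2A peak, and 854 had an E2A peak and no GR peak. Genes whose full name holds mitogen-activated protein kinase were counted in both sets. There were 3 among the 854 genes with E2A only (0.351%), namely Map3k1, Mapk3 and Mapkap1, and 15 among the 3166 genes with GR only (0.474%), among them Map2k1 and Map2k2. The odds ratio was 0.741 (two-sided Fisher's exact test, p = 0.779). A further 5 genes with such a name, Map2k6, Map3k2, Map3k5, Mapk14 and Mapk8, had peaks of both. With counts as low as 3, a difference of this size was not detectable.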

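Promoters held 1337 of the 2702 shared GR peaks (49.5%, 95% Wilson interval 47.6 to 51.4%) and 3096 of the 6093 GR-only peaks (50.8%, 49.6 to 52.1%). The odds ratio was 0.948 (two-sided Fisher's exact test, p = 0.257). This comparison changed with the replicates used. Without GR replicate 2 the odds ratio was 1.31 and without GR replicate 1 it was 0.870. Without E2A replicate 1 it was 0.809 and without E2A replicate 2 it was 1.05. Introns held 22.5% of the shared GR peaks and 23.1% of the GR-only peaks, and sequence downstream of or between genes held 23.1% and 20.5%. Among E2A peaks, 1315 of the 2779 shared with GR (47.3%) and 556 of the 2004 E2A-only peaks (27.7%) lay at promoters, an odds ratio of 2.34 (exact p = 2.3e-43). It was 0.920 without GR replicate 2 and 0.881 with peaks called in both replicates only (exact p = 0.303). Introns held 35.4% of the E2A-only peaks. From its ChIP-Seq experiments taken together, the paper concludes that E2A co-occupies a subset of GR-bound enhancers and promoters.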

Taken together, our ChIP-Seq experiments reveal that E2A co-occupies a subset of GR-bound enhancers and promoters in mouse liver, at target genes governing hepatic glucose and lipid metabolism.

### *E47* −/− mice are protected from side effects of GC treatment

Since our ChIP-Seq experiments pointed towards a potential co-regulation of metabolic target genes by GR and E47, we studied the role of E47 for GR mediated transcription in vivo. Homozygous *E47* mutant mice lack mature B cells due to a failure to progress past the pro-B cell stage and have a partial early block in T-lymphocyte development^17^. Still, these mice are viable and have not yet been phenotypically characterized for metabolic functions. We therefore treated global *E47* knockout mice with exogenous GR ligands (Supplementary Fig. 2A). If E47 is important for the regulation of GR target genes, one would expect a reduced transcriptional and phenotypic response to GCs upon loss of E47 function.

Similar to human patients developing so-called steroid diabetes, wild-type mice displayed mild hyperglycemia after 3 weeks of receiving Dexamethasone (Dex) in the drinking water^18^. When subjected to i.p. glucose tolerance testing, *E47* −/− mice showed protection from this effect, with blood glucose levels being noticeably lower during the 90 min after the injection of the glucose bolus (Fig. 2a). Pyruvate tolerance tests performed in *E47* knockouts also displayed lower values, suggesting reduced hepatic gluconeogenesis in these mice in response to Dex (Fig. 2b). In contrast, no difference in basal glucose or pyruvate tolerance was observed in untreated *E47*−/− animals (Supplementary Fig. 2B and C).

**Fig. 2:**
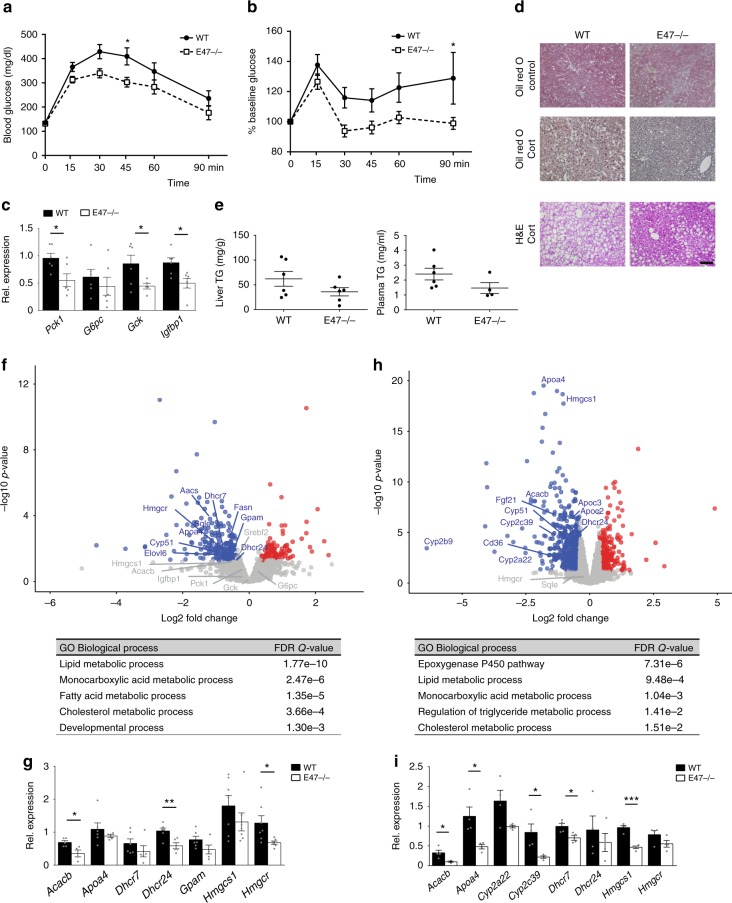
*E47* knockout mice are protected from GC-induced side effects. **a** i.p. glucose tolerance test (GTT) and **b** i.p. pyruvate tolerance test (PTT) of E47−/− and WT mice on Dex. Data were analyzed by ANOVA and Bonferroni’s multiple comparison test and are shown as mean ± SEM. Asterisks indicate significance, *P < 0.05, *n* = 10 per genotype (GTT); *n* = 7 (WT) & 9 (E47−/−) (PTT). **c** qRT-PCR of gluconeogenic genes in Dex-treated livers, normalized to *U36b4;* data are mean ± SEM *P < 0.05, Student’s *t* test. *n* = 6 (WT) & 5–6 (E47−/−). **d** Liver sections stained with Oil Red O and hematoxylin and eosin (H&E) after Cort or vehicle treatment. ×20 magnification; black scale bar: 100 μm, representative image from *n* = 3. **e** Liver and plasma triglycerides on Cort. Data are mean ± SEM, *n* = 6 (WT) and 4–6 (E47−/−). **f** Volcano plot and GO analysis of deregulated genes (blue = downregulated; red = upregulated, FC 1.3, *P* < 0.05) in livers of E47−/− mice on Dex, *n* = 2 (WT) & 3 (E47−/−). For GO analysis a base mean cutoff > 200 was used. **g** qRT-PCR of metabolic genes on Dex, normalized to *U36B4*. Data are mean ± SEM, *P < 0.05, Student’s *t* test, *n* = 5–7 (WT) & 4–7 (E47−/−). **h** Volcano plot and GO analysis of deregulated genes (blue = downregulated; red = upregulated, FC 1.3, *P* < 0.05) in livers of E47−/− mice on Cort, *n* = 4 per genotype. For GO analysis a base mean cutoff > 200 was used. **i** qRT-PCR of differentially expressed genes on Cort, normalized to *U36b4;* data are mean ± SEM *P < 0.05, Student’s *t* test. *n* = 4 per genotype

In line with these results, prominent downregulation of GR target genes involved in gluconeogenesis (*Pck1, Gck*, *Igfbp1*…) was observed in the livers of Dex-treated *E47* knockout mice, which was consistent with GR’s established function in the maintenance of blood glucose^15^ (Fig. 2c).

We next used another protocol of chronic GC administration to model their effect on lipid metabolism:^19,20^ After 3 weeks of corticosterone (Cort) treatment, wild-type littermates developed hepatic steatosis, while liver histology for *E47*−/− did not show any pronounced accumulation of lipid droplets (Fig. 2d). In addition, both liver and circulating triglycerides tended to be lower in *E47* mutants in response to Cort treatment, but not in untreated mice (Fig. 2e and Supplementary Fig. 2D).

Accordingly, RNA-Seq performed on *E47* mutant and wild-type livers after either Cort or Dex treatment showed a global deregulation of gene expression programs involved in lipid, triglyceride and cholesterol metabolism and transport. The reduced expression of these metabolic genes (such as apolipoproteins, CYP enzymes, cholesterol synthetases, Acetyl-CoA utilizing enzymes etc.) was confirmed by qRT-PCR (Fig. 2f, g, h and i and Supplementary Data 2). Importantly, the majority of genes affected by the loss of E47 were downregulated, as one would anticipate from diminished GR activity. Both GR and E47 can also act as transcriptional repressors, which might explain the upregulated transcripts. Furthermore, we measured very few gene expression changes in the livers of untreated *E47−/−* animals (Supplementary Fig. 2E), showing that this phenotype is specific to the GC response.

It should be noted that *E47*−/− mice had the same body weight and fat mass as controls (Supplementary Fig. 2F+G), but slightly elevated basal corticosterone levels, as could be explained by feedback on the hypothalamic-pituitary-adrenal (HPA) axis. When subjected to a Dex suppression test, both *E47* −/− and controls suppressed endogenous corticosterone production, showing that their HPA axes were intact (Supplementary Fig. 2H). Despite published reports on the potential role for E47 in the regulation of adiponectin expression^21,22^, we did not see differences in *Adipoq* mRNA levels in white adipose tissue from Dex-treated mutants (Supplementary Fig. 2I). Moreover, RNA-Seq expression profiles from *E47−/−* and WT quadriceps muscle and visceral adipose depots did not reveal striking differences in metabolic gene expression which would explain the observed differences in glucose tolerance and liver fat deposition (Supplementary Fig. 2J and K).

Interestingly, anti-inflammatory GC actions were retained in the absence of E47: Mutant bone marrow derived macrophages responded to Dex treatment with induction of the GR targets *Per1* and *Gilz*, and repression of the inflammatory targets *Ccl2* and *Il6* just like controls (Supplementary Fig. 2L). This was not surprising, since E47 is not significantly expressed in macrophages, and we did not detect any E47 motifs enriched near GREs in the macrophage GR cistrome^9^.

In summary, our data suggest that *E47* knockout mice are protected from GC-induced hyperglycemia, dyslipidemia and hepatic steatosis due to a specific effect on metabolic gene expression programs in the liver.

### E47 modulates the GC response specifically in hepatocytes

To confirm that the improved metabolic phenotype in response to GC treatment was indeed caused by impaired E47 function in hepatocytes, we generated liver-specific *E47* mutants by crossing *E47* floxed alleles with the Albumin-Cre line (Supplementary Fig. 3A)^23^. As shown in Fig. 3, glucose tolerance was significantly lower in *Alb-Cre x E47*^*flox/flox*^ (*E47ΔLKO*) mutants in response to Dex treatment (Fig. 3a, Supplementary Fig. 3B), and liver histology as well as liver and plasma triglyceride measurements showed protection from hepatic steatosis and dyslipidemia in Cort treated mice (Fig. 3b and c). Again, untreated liver-specific *E47* mutants did not display any significant differences to wild type with respect to basal glucose tolerance, body weight or fat mass gained on Cort (Supplementary Fig. 3C, D and E).

**Fig. 3:**
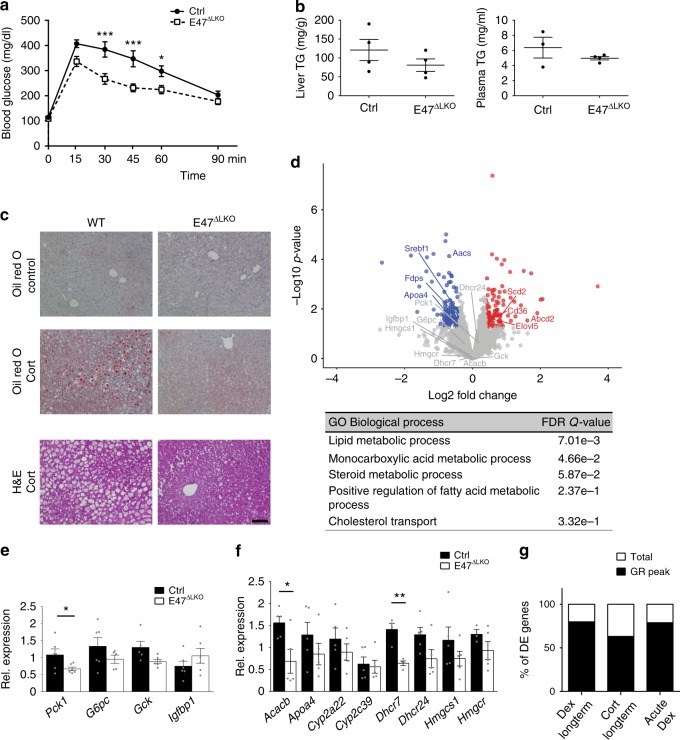
Hepatocyte-specific deletion of *E47* recapitulates the protective effect. **a** i.p. GTT in *Albumin-Cre* x *E47*^*flox/flox*^ (E47^ΔLKO^) and control mice on Dex. The data were analyzed by ANOVA and Bonferroni’s multiple comparison test and are shown as mean ± SEM. Asterisks indicate significance, *P < 0.05, ***P < 0.001, *n* = 11. **b** Liver and plasma triglycerides after Cort. Data are mean ± SEM, *n* = 4 per genotype. **c** Liver sections stained with Oil Red O and H&E before and after Cort. ×20 magnification, black scale bar: 100 μm, *n* = 1. **d** Volcano plot and GO analysis of deregulated genes (blue = down-; red = upregulated, FC 1.3, *P* < 0.05) in E47^ΔLKO^ livers after 1 h Dex (*n* = 3). For GO analysis a base mean cutoff > 200 was used. **e** qRT-PCR of gluconeogenic genes in livers on Dex, normalized to *U36b4*. The data are mean ± SEM, *P < 0.05, Student’s *t* test, *n* = 6. **f** qRT-PCR of metabolic genes after Cort, normalized to *U36b4*. The data are mean ± SEM, *P < 0.05, Student’s *t* test, *n* = 5. **g** Percentage of genes differentially expressed in *E47* mutant mice (Fig. 2 and 3) which harbor a detectable GR ChIP peak nearby

Concordantly, these phenotypes were again coincident with the differential expression of metabolic gene programs governing glucose, lipid, fatty acid and cholesterol utilization (like *Pck1, Acacb, Dhcr7* etc.) as measured by RNA-Seq **(**Fig. 3d and Supplementary Data 2) and qRT-PCR in livers of Dex or Cort treated mice (Fig. 3e and f). Of note, the RNA-Seq experiment shows acute responses after only 1 h of Dex injection to avoid indirect effects due to disease progression or pathological changes.

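The gene lists of Supplementary Data 2, which give the genes changed in E47 mutants relative to controls, were joined by gene symbol to the genes nearest to the 8795 merged GR peaks. The Dex and Cort lists come from whole-body E47 mutants and the acute Dex list from hepatocyte-specific mutants. In Dex-treated liver, 199 of 296 listed genes (67.2%, 95% Wilson interval 61.7 to 72.3%) were the nearest gene of a GR peak. In Cort-treated liver it was 279 of 850 genes (32.8%, 29.8 to 36.1%), and after acute Dex 99 of 196 genes (50.5%, 43.6 to 57.4%). For comparison, 80 of the 230 genes changed in untreated E47 mutant liver (34.8%, 28.9 to 41.1%) were the nearest gene of a GR peak. Relative to that list, the odds ratio was 3.85 for Dex (two-sided Fisher's exact test, p = 1.6e-13), 0.916 for Cort (p = 0.581) and 1.91 for acute Dex (p = 0.00116). Of the genes changed in Dex-treated adipose tissue and muscle, 30.4% and 40.9% had a GR peak in liver, as had 23.4% of all protein-coding genes. With peaks called in both replicates only, the shares by nearest gene were 32.1% for Dex, 13.4% for Cort, 30.6% for acute Dex and 16.1% for the untreated list. The odds ratio against the untreated list was then 2.47 for Dex (exact p = 2.9e-05), 0.808 for Cort (exact p = 0.334) and 2.30 for acute Dex (exact p = 4.7e-04). With a GR peak within 50 kb of the transcription start site, the shares were 75.0% for Dex, 58.9% for Cort, 63.8% for acute Dex, 57.4% for the untreated list and 43.9% for all protein-coding genes. Under that definition the odds ratio against the untreated list was 2.23 for Dex (exact p = 2.4e-05), 1.07 for Cort (p = 0.706) and 1.31 for acute Dex (p = 0.197). The paper's own share is 63 to 80% for a nearby GR peak, a term its text does not define by distance. It writes that this underscores its reading that losing E47 alters how GR-bound loci are transcribed. The plot of genes with a GR peak shows both definitions for the 6 lists.

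**Figure D3:**
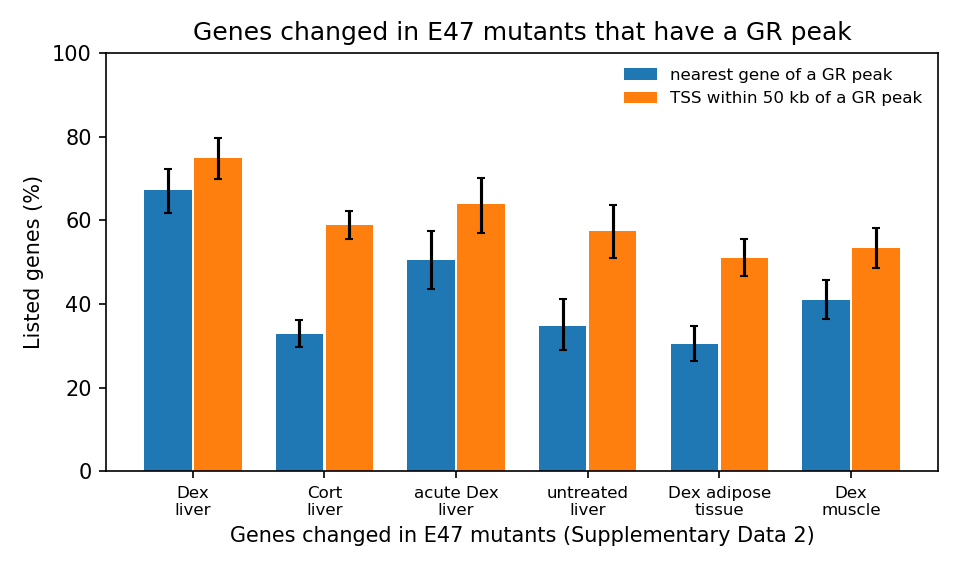
Percent of the genes of each list in Supplementary Data 2 that are the nearest gene of a GR peak (left bars) or have a transcription start site within 50 kb of a GR peak (right bars). Error bars are 95% Wilson intervals. By nearest gene, the share is 67.2% for the Dex liver list and 34.8% for the untreated liver list.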

Importantly, a substantial fraction (63–80%) of the transcripts differentially expressed in *E47* mutant mice treated with GCs **(**Figs. 2 and 3) could be classified as direct GR target genes, as defined by a nearby GR ChIP-Seq peak (Fig. 3g and Supplementary Fig. 3F). This underscores our interpretation that the loss of E47 affects the transcriptional regulation of GR-bound loci.

In conclusion, our data demonstrate that E47 is required specifically in hepatocytes for the activation of gluconeogenesis, lipid and cholesterol storage and triglyceride synthesis, and that targeting liver E47 improves metabolic parameters in response to GCs.

### Efficient regulation of metabolic genes by GR requires E47

Since genetic loss of E47 revealed its role in the activation of hepatic glucose and lipid metabolism by GR, we tested whether impaired function of the receptor itself would explain its reduced capacity. However, both total GR mRNA and protein levels were unaffected by the loss of E47, and GR nuclear localization was unchanged in mutant mouse livers (Supplementary Fig. 4A, B and C).

We therefore performed Co-IP and ChIP-MS experiments to study protein protein interactions between GR and E47 inside their shared transcriptional complex. The E47 protein sequence contains two predicted LXXLL nuclear receptor interaction motifs. Indeed, we detected a weak physical interaction between GR and E2A by Western Blot from endogenous liver IPs (Supplementary Fig. 4D). Furthermore, we purified hepatic co-regulators from chromatin cross-linked to GR by proteomics in both wild type and *E47* mutant livers treated with Dex (Fig. 4a+b). We found that C/EBPs, SRCs, HNF4α, RXR, FoxO1, Mediator subunits, chromatin remodelers and histone modifiers were enriched together with GR. In *E47* mutant livers, however, Med16, Med23 and FoxO1 peptides were not present in the ChIP-MS data set. (The only other proteins that were significantly enriched in WT samples but not in *E47ΔLKO* were Elongation factor Tu Tufm, Epithelial splicing regulatory protein 2 Esrp2, YTH domain-containing protein 1 Ythdc1, Heterogeneous nuclear ribonucleoprotein L Hnrnpl and the Ribosomal protein L15 Mrpl15).

**Fig. 4:**
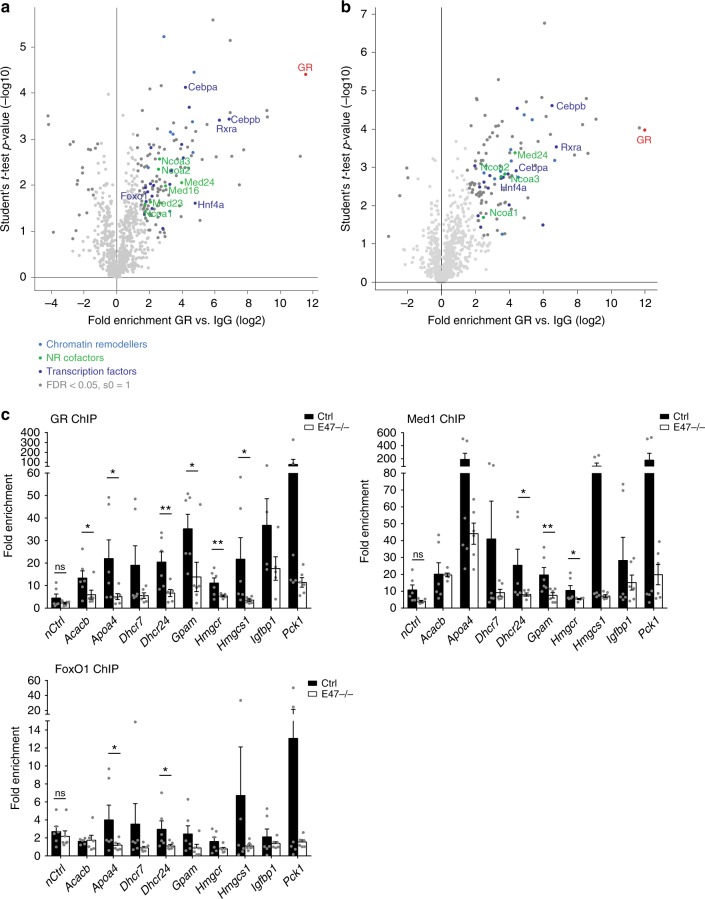
E47 is required for efficient chromatin binding of GR, FoxO1 and Mediator. **a** ChIP-MS for GR in Dex-injected control livers. Pale blue: chromatin remodelers (GO Biol. Process); green: NR coregulators; dark blue: sequence specific DNA binding transcription factor activity (GO Mol. Function); dark grey: significant outliers derived by Fisher’s exact test (FDR < 0.05, s0 = 1).; *n* = 3 biological replicates. **b** ChIP-MS for GR in Dex-injected E47^ΔLKO^ livers. Pale blue: chromatin remodelers (GO Biol. Process); green: NR coregulators; dark blue: sequence specific DNA binding transcription factor activity (GO Mol. Function); dark grey: significant outliers derived by Fisher’s exact test (FDR < 0.05, s0 = 1).; *n* = 3 biological replicates. **c** ChIP-qPCR in Dex-treated E47−/− and wild-type livers shows binding of GR, Med1 and FoxO1 at metabolic promoters and enhancers. The data are shown as fold enrichment over IgG and normalized to a negative control region. Data are mean ± SEM, *P < 0.05, **P < 0.01 Student’s *t* test, *n* = 6, ns not significant

Med23, Med24 and Med16 are components of the Mediator complex which acts as a bridge between specific transcription factors and the general RNA Polymerase II transcription machinery^24^. Its core component Med1 was previously shown to be required for target gene regulation by GR^25^. FoxO1 is a direct transcriptional regulator of hepatic lipid metabolism and gluconeogenesis downstream of insulin signaling^26^. Thus, we hypothesized that close binding of GR and E47 at certain loci is required to assemble a critical mass of transcriptional regulators for efficient activation of these genes. We would like to point out that we did not measure reduced mRNA expression of either Mediator components or FoxO1 itself in *E47* mutant tissue (Supplementary Fig. 4A).

For that reason, we performed ChIP-qPCR studies for GR, Med1 and FoxO1 on hepatic *cis*-regulatory elements in both WT and *E47* mutant livers. As shown in Fig. 4c, we found that loss of E47 led to reduced recruitment of GR itself at certain metabolic loci (such as *Apoa4, Dhcr24, Gpam, Hmgcr* or *Pck1*), consistent with E47’s known function as a lineage determining pioneer factor providing chromatin accessibility^27^. We also found diminished occupancy of Med1 and potentially FoxO1 at some of these sites, for example, the *Gpam* enhancer, the *Apoa4* promoter and the *Pck1* promoter (but not at the *Acacb* locus). These data suggest that E47 is necessary for binding of GR, Mediator and possibly FoxO1 to the promoters and enhancers of certain common target genes, and for their efficient induction by GCs (Supplementary Fig. 4E).

Taken together, we find that co-occupancy of GR and E47 on a subset of liver enhancers is required for effective loading of the Mediator complex and transcriptional activation of metabolic gene expression by GR and FoxO1 in response to GCs.

### E47 affects the physiological response to fasting

Endogenously, an important function of GCs is the maintenance of blood glucose during times of fasting, when hormone levels are elevated. To test whether our observed coregulation of metabolic programs by GR and E47 also contributes to the physiological response to fasting, we withdrew food from both total and liver-specific *E47* mutants and controls for up to 48 h. Under these conditions, liver-specific *Alfp-Cre GR*^*flox/flox*^ mice were reported to become hypoglycemic^15^. As shown in Fig. 5a, elevation of GC levels upon fasting similarly led to reduced occupancy of GR and Med1 at the *Apoa4, Dhcr24, Gck, Gpam, Pck1* etc. *cis*-regulatory elements in the absence of E47 (see also Supplementary Fig. 5A, B, C). This was accompanied by a slight reduction in the expression levels of common metabolic target genes such as *Acacb, Apoa4* and *Pck1* (Fig. 5b). Despite this reduced GR activity at the genomic level, neither global nor liver-specific *E47* mutants displayed fasting hypoglycemia (Fig. 5c and Supplementary Fig. 5D). The mice show a tendency towards lower serum glucose levels after 24 h of fasting, but their reduction in hepatic gluconeogenesis is most likely compensated by the kidney, as has been shown for GR itself^28^. However, loss of E47 resulted in lower hepatic triglyceride contents in fasted mice (Fig. 5d and Supplementary Fig. 5E), which together with reduced metabolic gene expression points to a role for E47 in the physiological adaptation to starvation.

**Fig. 5:**
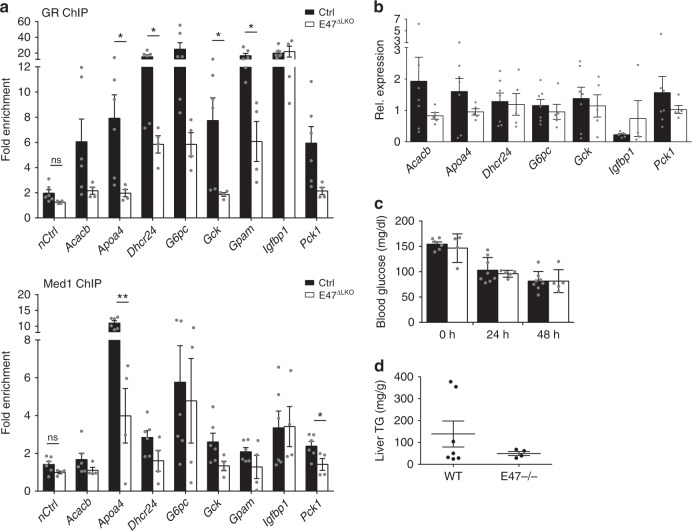
E47 is partially involved in the hepatic response to fasting. **a** ChIP-qPCR in fasted *E47*^*ΔLKO*^ and control livers shows binding of GR and Med1 at metabolic promoters/enhancers. The data are fold enrichment over IgG, *n* = 6 (Ctrl) and 4 (*E47*^*ΔLKO*^). The data are mean ± SEM, *P < 0.05, **P < 0.01, Student’s *t* test. **b** qRT-PCR of metabolic genes in fasted livers, normalized to *U36b4*. (*Gpam* transcripts were very low or undetectable in this experiment.) Data are mean ± SEM, *n* = 5–7 (WT) & 4–5 (*E47−/−)*. **c** Blood glucose levels of *E47−/−* mice and controls measured at 0 h, 24 h and 48 h of fasting. The data are mean ± SEM, *n* = 6–8 (WT) & 4–5 (*E47−/−*). **d** Liver triglycerides in 48h-fasted *E47−/−* mice and controls. The data are mean ± SEM, *n* = 7 (WT) & 4 (*E47−/−*)

In conclusion, E47 appears to be involved in adequate gene activation of GR target genes during the hepatic response to fasting, which mainly affects triglyceride storage and utilization rather than circulating glucose.

### Human GR targets are co-regulated by E47

To test whether this E47 mediated metabolic response to GCs is conserved between mice and humans, we screened a set of 162 human *cis*-regulatory sequences predicted to be regulated by GR in a high throughput luciferase reporter assay. In this assay, cells were transiently transfected with commercially available GR-responsive reporter constructs in medium supplemented with either Cortisol or Dexamethasone (or vehicle). Luciferase activity was measured and normalized, and individual reporter sequences were classified into those mediating either activation or repression (or not responding) by GCs (Fig. 6a; Supplementary Data 3). For example, around 40 human reporters were downregulated, while more than 80 were induced, at least twofold by GCs. As expected, classical GRE consensus sequences were found enriched in both positive and negative human *cis*-regulatory elements. Interestingly, around half (47%) of all activated reporter sequences featured an identifiable E47 motif, which means E47 consensus sites were significantly enriched near GREs in human promoters or enhancers activated by GR (Fig. 6b).

**Fig. 6:**
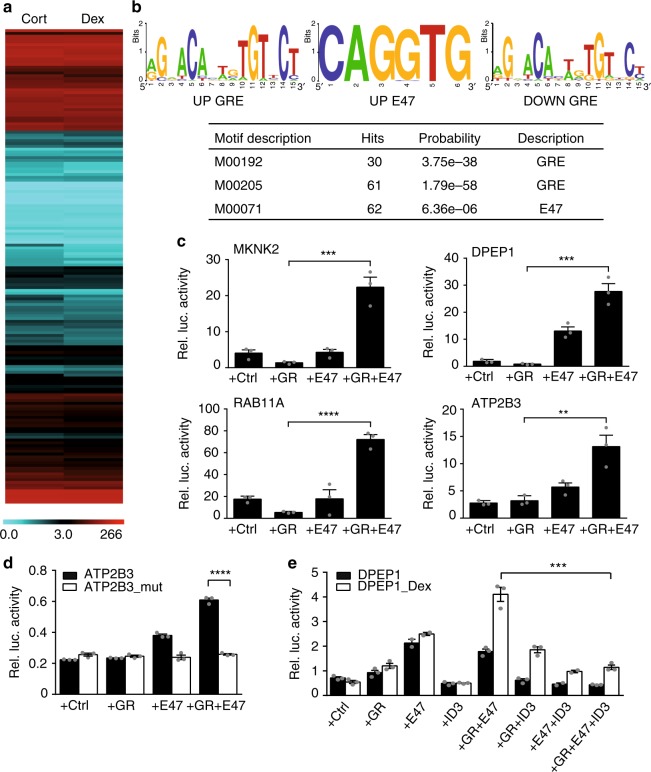
E47 and GR activate human *cis*-regulatory elements. **a** Clustering of the relative luciferase activity of > 160 human reporter constructs regulated by GR. The data from biological triplicates was normalized for transfection efficiency and to empty vector with vehicle. Reporters activated by GR plus ligand (Cort(isol) or Dex(amethasone)) appear red, repressed reporters appear blue (Color scale represents relative luciferase activity). **b** Motif analyses on corresponding DNA sequences show identical GRE consensus motifs in both activated and repressed reporters (UP & DOWN GREs). Upregulated reporter sequences are enriched for E47 consensus binding sites (UP E47). **c** Luciferase assays of selected reporters co-transfected with GR and E47 expression vectors in CV-1 cells treated with Dex. **d** The same luciferase assay performed with a mutant version of the *ATP2B3* regulatory element lacking E-Boxes. **e** Luciferase assay of the *DPEP1* reporter co-transfected with expression vectors for GR, E47 and ID3, in CV-1 cells treated with vehicle or Dex. All bar graphs are shown as mean ± SEM, **P < 0.01, ***P < 0.001, ****P < 0.0001, Student’s *t* test, *n* = 3 replicates

Co-transfecting these reporters with expression vectors for either human GR or E47 alone, or GR together with E47, indeed showed induction of luciferase activity only when both transcription factors were present (Fig. 6c). Mutation of the predicted E-Box motifs, for example in the *ATP2B3* promoter, prevented regulation by E47 and abrogated this positive effect (Fig. 6d). Furthermore, co-transfection with an expression construct for the human inhibitor ID3 also abolished this cooperative induction, as shown here for the *DPEP1* promoter (Fig. 6e). These results show that E47 binds to and activates E-Boxes in human promoters or enhancers together with GR.

Taken together, our luciferase reporter data set demonstrates a conserved function for E47 in the transcriptional activation of certain human gene programs by GCs.

## Discussion

GCs are a linchpin of anti-inflammatory therapy, but their utility is eventually limited by considerable side effects, including hyperglycemia, obesity, dyslipidemia or hypertension^29^. Separating the beneficial immune suppressive actions from their adverse metabolic effects is the ultimate goal for the development of safer drugs^30^. In general, downregulation of GR target genes is assumed to be crucial for the anti-inflammatory actions, while upregulation is thought to underpin the undesirable effects. Unfortunately, compounds such as SEGRAMs (selective GR agonists and modulators), which favor the repressive GR functions over the activating potential, have not been very successful^6^.

We have identified E47 as a transcription factor cooperating with GR specifically in the transcriptional activation of metabolic gene networks in the liver. Consequently, *E47* mutant mice are protected from GC-induced hyperglycemia, hyperlipidemia and hepatic steatosis. We could show that the presence of E47 is required for efficient GR binding at a subset of liver-specific metabolic promoters and enhancers. Interestingly, loss of E47 also affects the recruitment of the Mediator complex and FoxO1 (Fig. 7).

**Fig. 7:**
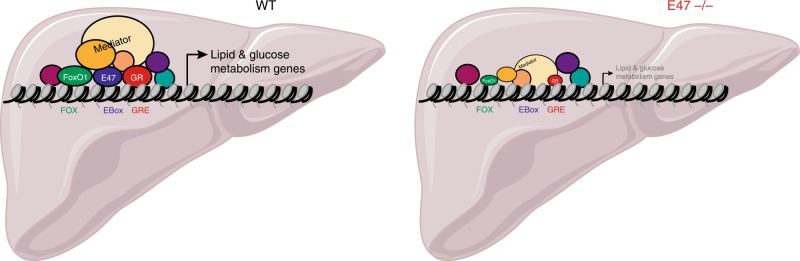
E47 modulates hepatic GR function. Graphical model summarizing our findings: In wild-type mouse livers, E47 binding at shared *cis*-regulatory elements overlapping with GR and FoxO1, Mediator recruitment leads to the transcriptional activation of a subset of metabolic genes in response to GCs. In *E47* mutant mice, reduced binding of GR and FoxO1 causes a reduction of Mediator recruitment and mRNA expression of these metabolic targets, which protects these animals from hepatic steatosis and hyperglycemia induced by GC treatment. (The liver cartoon was obtained from Servier Medical Art.)

These observations agree with E2A’s known role as lineage determining pioneering factor. For example, E47 has been shown to affect Pu.1 occupancy during B cell maturation^27^. Previous genomic studies in lymphoid cells have also hinted at a possibility of E47 regulating genes involved in lipid metabolism^31^. In addition, E47 has been linked to FoxO1 in a common pathway, albeit in B cells, with E47 being upstream of FoxO1^32,33^. We have now uncovered a novel role for E47 in modulating nuclear receptor and potentially FoxO1 function in the liver. All FoxO1/3/4 factors play vital roles in mammalian glucose homeostasis. FoxO1 is a prominent regulator of hepatic gluconeogenesis in response to insulin signaling^34^. Similar to our findings, liver-specific *FoxO1/3/4* mutant mice also display lower blood glucose levels and improved glucose and pyruvate tolerance^35^. Moreover, FoxO1 was recently shown to synergize with GR in hepatic glucose production and lipogenesis, for example in response to both insulin and Dex on the *Gck* promoter^36^. The FOX consensus motifs that we identified in the GR and E2A cistromes are mainly co-occupied by GR and the FoxA factors^8^, but could of course be recognized equally well by FoxO1.

Mediator is a large complex that is generally required for transcription by RNA Polymerase II. It serves as a central scaffold that relays signals from transcription factors bound to enhancers (such as GR) to the transcription initiation machinery assembled at promoters^37^. Importantly, liver-specific *Med1* mutant mice are also protected from GC-induced hepatic steatosis due to downregulation of GR target genes responsible for glucose and lipid metabolism^38^. Further agreeing with our findings, liver-specific deletion of *Med23* has been reported to improve lipid profiles and glucose tolerance by affecting the transcriptional activity of FoxO1^39^. Reduced binding and transcriptional activity of GR, FoxO1 and Mediator in the absence of E47 therefore presents a likely molecular mechanism underlying our phenotype.

One promising case of a tissue-selective modulator of GC signaling appears to be treatment with an LXRβ antagonist: Interestingly, mice treated with GSK2033, as well as *LXRβ* knockout mice, are also spared from the diabetogenic effects of exogenous GC administration. Mirroring our results, Patel et al. report reduced recruitment of Med1 and GR itself to the *Pck1* promoter in these mice^40,41^. We did not see lower expression of either *LXRα* or *LXRβ* mRNA in *E47* mutant livers (Supplementary Fig. 4A), but we identified nuclear receptor DR1 motifs in both the GR and E2A cistromes. Since the LXR heterodimer partner RXR was co-purified with GR in our proteomics experiment, it is conceivable that GR, E47 and LXRβ share a common set of overlapping metabolic target genes, such as *Pck1*. Loss of either LXRβ or E47 might therefore exert its beneficial effects via a similar mechanism.

Taken together, we have identified a novel role for E47 in metabolic gene regulation in hepatocytes in response to GCs. We have not only shown that targeting E47 might be a novel approach to eliminate certain side effects of GC treatment, while maintaining their potent anti-inflammatory properties, but present a case of cell-type and locus-specific gene regulation by GR. E47 only shares a subset of target genes with GR and therefore modulates the GC response in a specific manner. Since this function is conserved on several human promoters and enhancers, one might speculate that the presence, absence or the difference in E47 expression levels might influence patients’ sensitivity to GCs in several different scenarios. Finally, this shared GR- and E47-bound, deregulated target gene set which is responsible for the protective effect, might present a further entry point for the development of alternative therapeutic strategies.

## Methods

### Animals

*E47* knockout and *E47* floxed alleles were bred on a C57BL/6 background^17^. For *E47* knockout mice, wild-type littermates served as controls. E47 floxed mice were crossed with hepatocyte-specific Albumin (Alb)-Cre mice obtained from JAX (B6.Cg-Tg(Alb-cre)21Mgn/J). Alb-Cre negative floxed littermates served as controls. Mice were housed in a controlled SPF facility with a 12 h dark/light cycle at an ambient temperature of 23 °C with constant humidity and fed ad libitum with regulator chow diet (Altromin GmbH). For all experiments, 10- to 16-week-old males were used. Formal ethical approval for animal experiments was obtained from the relevant authorities (LAGeSo Berlin, Reg 0103/11; district government of Upper Bavaria 2532–158–2014) in accordance with MDC & HMGU guidelines for the care and use of animals.

### Chromatin Immunoprecipitation (ChIP)

ChIP was performed as previously described:^9^ Mouse livers were harvested, snap-frozen and homogenized in lysis buffer (10 mM Hepes-KOH, 10 mM KCl, 5 mM MgCl_2_, 0.5 mM DTT) using the TissueLyser (Qiagen) with steel beads. Lysates were passed through a cell strainer and cross-linked in 1% formaldehyde for 15 min and quenched with 0.2 M glycine for 5 min. Chromatin was sonicated to a 0.1–1 kb size using a Bioruptor (Diagenode) and incubation with the following antibodies was set up overnight: rabbit αGR (#24050–1-AP, Proteintech), rabbit αE2A (SC-349 × , Santa Cruz Biotechnology), rabbit IgG (#2729, Cell Signaling), rabbit αMed1 (#A300–793A, Bethyl laboratories) and rabbit αFoxo1a (#ab39670, Abcam). For ChIP-Sequencing, 8 μg of each antibody was used. For ChIP qPCR, 3 μg of each antibody was used. The chromatin complexes were immunoprecipiated using Dynabeads M-280 (Invitrogen). ChIP DNA was purified and quantified using the Power SYBR Green Master Mix (Life Technologies) in a ViiA 7 Real-Time PCR System (Thermo Fischer Scientific). Primers for ChIP qPCR are listed in Supplementary Table 1a.

### ChIP-sequencing and data analysis

Libraries were prepared using the KAPA Hyperprep Kit (Kapa Biosystems, KK8504). Illumina compatible adapters were synthesized by IDT (Integrated DNA Technologies) and used at a final concentration of 68 nM. Size-selection (360–610 bp) of adapter-ligated libraries was performed using 2% dye free gels (#CDF2010, Sage Science) in a Pippin Gel station (Sage Science). qPCR was used to estimate library concentrations with the KAPA Library Quantification Kit (#KK4873, Kapa Biosystems). Library quality was verified using the Agilent High Sensitivity DNA Kit (Agilent) in a 2100 Bioanalyzer (Agilent).

Libraries were subjected to NGS on an Illumina HiSeq4000. Reads were aligned to the mouse mm10 reference genome using BWA-MEM version 0.7.13^42^ and duplicates were removed using Picard Tools version 2.8.3 (http://picard.sourceforge.net/). Reads were filtered for uniquely mapped read pairs with samtools^43^ and downsampled to 18 mio (GR ChIP-Seq) or 22 mio (E2A ChIP-Seq) read pairs (see https://github.com/FranziG/E47KO-liver). To visualize the tracks, mapped reads were converted to bedGraph using HOMER version 4.9^27^, filtered for called peak regions ± 2 kb and displayed on the UCSC genome browser. Peaks were called using MACS2 version 2.1.1.20160309^44^ and Gene Ontology analysis performed with GREAT^45^. Motif enrichment and read distribution analyses around GR peaks were conducted with HOMER. All scripts are deposited at github (https://github.com/FranziG/E47KO-liver). NGS data and annotated peak files can be accessed via the NCBI’s Gene Expression Omnibus using the accession number GSE111526.

### ChIP coupled to mass spectrometry (ChIP-MS)

ChIP-MS was performed in livers of Dex-injected *Alb-Cre x E47*^*flox/flox*^ and control littermates. ChIP was carried out as described with minor modifications. Chromatin was sonicated to an average size of 200 bp. For each biological condition, three replicates were used. After overnight immunoprecipitation with rabbit αGR (#24050–1-AP, Proteintech, 5 μg) and rabbit IgG (#2729, Cell Signaling, 5 μg), antibody-bait complexes were bound by protein G-coupled Dynabeads (Life Technologies) and washed three times with wash buffer A (50 mM HEPES pH 7.5, 140 mM NaCl, 1% Triton), once with wash buffer B (50 mM HEPES pH 7.5, 500 mM NaCl, 1% Triton) and twice with TBS. Precipitated proteins were eluted with an on-bead digest^46^. Beads were incubated for 30 min with elution buffer 1 (2 M Urea, 50 mM Tris-HCl (pH 7.5), 2 mM DTT, 20 µg/ml trypsin) followed by a second elution with elution buffer 2 (2 M Urea, 50 mM Tris-HCl (pH 7.5), 10 mM Chloroacetamide) for 5 min. Both eluates were combined and further incubated over night at room temperature. Tryptic peptide mixtures were acidified with 1% TFA and desalted with Stage Tips containing 3 lavers of C18 reverse phase material and analyzed by mass spectrometry.

Peptides were separated on 50‐cm columns packed in-house with ReproSil‐Pur C18‐AQ 1.9μm resin (Dr. Maisch GmbH). Liquid chromatography was performed on an EASY‐nLC 1000 ultra‐high‐pressure system coupled through a nanoelectrospray source to a Q-Exactive HF mass spectrometer (Thermo Fisher Scientific). Peptides were loaded in buffer A (0.1% formic acid) and separated applying a non-linear gradient of 5–60% buffer B (0.1% formic acid, 80% acetonitrile) at a flow rate of 250 nl/min over 105 min. Data acquisition switched between a full scan and 15data‐dependent MS/MS scans. Multiple sequencing of peptides was minimized by excluding the selected peptide candidates for 25 s. All other settings were set as previously described^47^.

Raw mass spectrometry data were analyzed with MaxQuant version 1.5.3.54 and Perseus version 1.5.4.1 software packages. Peak lists were searched against the mouse UniprotFASTA database (2015_08 release) combined with 262 common contaminants by the integrated Andromeda search engine. False discovery rate was set to 1% for both peptides (minimum length of 7 amino acids) and proteins. ‘Match between runs’ (MBR) with a maximum time difference of 0.7 min was enabled. Relative protein amounts were determined by the MaxLFQ algorithm with a minimum ratio count of two^48^. Missing values were imputed from a normal distribution applying a width of 0.2 and a downshift of 1.8 standard deviations.

Significant outliers were defined by permutation-controlled Student’s *t* test (FDR < 0.05, s0 = 1) comparing triplicate ChIP-MS samples for each antibody and biological condition.

### Co-IP and western blot

Liver nuclear extracts were immunoprecipitated in IP buffer (20 mM Tris pH 8, 100 mM KCl, 5 mM MgCl_2_, 0.2 mM EDTA, 20% glycerol, complete protease inhibitors) after pre-clearing using rabbit αGR antibody (#24050–1-AP, Proteintech, 3 μg) and rabbit IgG (#2729, Cell Signaling, 3 μg) for 2 h at 4 °C and then incubated with BSA-blocked α-rabbit Dynabeads (Invitrogen) overnight. Beads were washed 3x with wash buffer (20 mM Tris pH 8, 500 mM KCl, 5 mM MgCl_2_, 0.2 mM EDTA, 20% glycerol, 1% Triton) before elution in 1 M DTT, 6x Laemmli at 37 °C for 30 min. Western blotting was performed according to standard protocols using mouse αGR antibody (#SC-393232, Santa Cruz, 1:1000) and mouse αE2A antibody (#SC-133075, Santa Cruz, 1:500).

Western blotting of nuclear extracts from Dex-treated wild type and *E47−/−* livers was performed using rabbit αGR (#12041, Cell Signaling, 1:2000) and rabbit αSnrp70 (ab83306, Abcam, 1:5000) antibodies.

### Histology

For Oil Red O stainings on PFA-fxed liver tissue, 6μm cryosections were incubated with Oil Red O solution (#O0625, Sigma Aldrich) in isopropyl alcohol followed by hematoxylin (#HT110216, Sigma Aldrich). For H&E staining, 6 μm PFA-fixed liver paraffin sections were treated with hematoxylin and eosin Y (#GHS332, Sigma Aldrich) using standard procedures. Brightfield microscopy was performed with a Keyence BZ-9000 microscope at a magnification of ×20.

### In vivo experiments

Dexamethasone (#D2915, Sigma Aldrich; to induce hyperglycemia) and corticosterone (#27840, Sigma Aldrich; to induce hepatic steatosis) were dissolved in ethanol and supplied in the drinking water of mice for 3 consecutive weeks at a final concentration of 10ug/ml (Dex) and 100 µg/ml (Cort)^18–20^. Glucose tolerance tests (GTT) were performed in mice fasted overnight. Glucose (20% d-glucose; Sigma Aldrich) was injected i.p. at 2 g/kg and blood glucose levels were determined using a glucometer (AccuCheck Aviva, Roche Diagnostics). Pyruvate tolerance tests (PTT) were performed in mice fasted for 5 h. Sodium pyruvate (#5280, Sigma Aldrich) was injected i.p. at 2 g/kg. Body composition was measured using quantitative nuclear magnetic resonance technology (EchoMRI, Houston, TX). For the Dex suppression test, a single dose was injected i.p. at 1 mg/kg and mice were sacrificed 6 h later. In our hands, hyperglycemia was reproducibly induced by our Dex protocol, while hepatosteatosis was more prominent in our Cort regimen.

For fasting experiments, food was withdrawn in the late afternoon, with mice having free access to water for the course of the experiment. Blood glucose levels and body weight were measured at 0 h and at 24, 40 and 48 h. Mice were sacrified after 48 h, and livers and plasma were harvested for further analysis.

### Isolation of bone marrow-derived macrophages

Bone marrow derived macrophages were isolated and treated as described previously:^9^ In short, bone marrow was harvested from murine hind legs. Erythrocytes were lysed (150 mM NH_4_Cl, 10 mM KHCO_3_, 0.2 mM EDTA). Ficoll-Paque (GE Healthcare) was used for gradient centrifugation. Differentiation medium (DMEM, 30% L929 supernatant, 20% FBS, 1% Pen/Strep) was added on bacterial plates for 5 days. Differentiated macrophages were counted and seeded in macrophage serum free medium (Thermo Fisher Scientific) with 1% Pen/Strep.

### Liver immunohistology

6μm PFA-fixed liver cryosections were subjected to antigen retrieval by boiling for 30 min in citrate-based buffer. Labeling with rabbit αGR (#12041, Cell Signaling, 1:200) and α-rabbit Alexa 488 IgG (#A-21206, Life technologies, 1:250) and DAPI was performed using standard protocols.

### Luciferase assay screening and data analysis

GR responsive human promoter/enhancer luciferase reporter constructs were obtained from Switchgear Genomics (GR pathway) and transfected together with an expression vector for human GR and a CMX-LacZ plasmid for normalization. Luciferase assays were performed in CV-1 cells treated overnight with either vehicle, 100 nM Dexamethasone or 100 nM Cortisol as previously described^9^. Relative luciferase activity was compared to vehicle and empty vector and clustered based on fold changes.

Overrepresented motifs in up- and downregulated cis-regulatory sequences were identified using OTFBS based on TRANSFAC and aligned using T-Coffee; motif position weight matrices were generated using Weblogo.

Mutagenesis of the two predicted E47-binding sites for ATPB2 to TTGGCC was performed by gene synthesis (Eurofins Genomics). For Fig. 1d and e, pRL-TK Renilla was used for normalization and luminescence was measured using the Dual-Glo kit (Promega) according to manufacturer’s instructions.

### Plasma and liver tissue analyses

Cardiac blood was collected in EDTA-coated tubes and plasma was obtained after centrifugation. Corticosterone levels were measured by an enzyme immunoassay kit (#K014-H1, Arbor assays) according to the manufacturers’ instructions.

For triglyceride measurements, liver tissue was first digested in ethanol / 30% potassium hydroxide (2:1, v/v) at 60 °C. Digested samples were mixed with 1 M MgCl2 at a ratio of 1.08:1 (volume) and incubated on ice for 10 min followed by centrifugation. Samples were measured by colorimetric assay (#290–63701, Wako Chemicals) following the company’s protocol.

### RNA isolation, cDNA synthesis, and RT qPCR

Total RNA from tissue and cells was isolated using the RNeasy Mini kit (Qiagen) and reverse-transcribed with the QuantiTect Reverse Transcription Kit (Qiagen) following manufacturer’s instructions. RT-qPCR was performed using Power SYBR Green Master Mix (Life Technologies) in a ViiA 7 Real-Time PCR System (Thermo Fischer Scientific). Gene expression was normalized to *U36b4*. Primers are listed in Supplementary Table 1b.

### RNA- sequencing and data analysis

Total RNA was isolated using the RNeasy minikit (Qiagen) (liver) or Qiazol followed by the RNeasy (muscle, fat). RNA quality was verified using a 2100 Bioanalyzer with RNA 6000Nano Reagents (Agilent Technologies).

Library preparation and rRNA depletion was performed using the Illumina TruSeq stranded/unstranded mRNA Library Prep Kit v2 chemistry in an automated system (Agilent Bravo liquid handling platform) starting with 1 μg total RNA for each sample. Libraries were sequenced on the Illumina HiSeq2500 or HiSeq4000. Sequencing quality was assessed with FastQC (http://www.bioinformatics.babraham.ac.uk/ projects/fastqc/). Reads were mapped to the mouse genome mm10 (Ensembl build 38.91) and reads per gene were counted using STAR version 2.4.2a^49^. Gene count normalization and differential expression analysis was performed using DESeq2^50^. For gene annotation, biomaRt was used^51^. Functional enrichment according to gene ontology was carried out using GOrilla^52^. All scripts are deposited at github (https://github.com/FranziG/E47KO-liver). Sequencing data, normalized count data and DESeq2 output can be accessed via NCBI’s Gene Expression Omnibus using the accession number GSE111877.

### Statistics

For differences between 2 groups, unpaired two-tailed Student’s *t* test was performed. Two-way ANOVA followed by Bonferroni’s multiple comparison test was used to compare more than 2 groups. For GTT and PTT, the area under the curve (AUC) was calculated from the individual glucose excursion curves. Results are given as mean ± SEM unless otherwise specified. A *p* value < 0.05 was considered significant. All tests were performed using Graph Prism 6 (GraphPad Software, San Diego, CA USA).

## Supplementary information

Supplementary Information

Peer Review File

Description of Additional Supplementary Files

Supplementary Data 1

Supplementary Data 2

Supplementary Data 3

## Data Availability

All the data supporting this article are available upon reasonable request. ChIP and RNA NGS data sets have been deposited at GEO (NCBI) [https://www.ncbi.nlm.nih.gov/geo/]: GSE111526 (ChIP-Seq); GSE111877 (RNA-Seq). The proteomics data have been deposited to the ProteomeXchange Consortium via PRIDE [https://www.ebi.ac.uk/pride/archive/] with the identifier: PXD010157. Requests for materials, reagents or correspondence should be addressed to N. H. Uhlenhaut: .

# Supplementary material for: E47 modulates hepatic glucocorticoid action
**Source:** Nat Commun. 2019 Jan 18;10:306. doi: 10.1038/s41467-018-08196-5
**Supplement:** Supplementary file 3 — Description of Additional Supplementary Files

Description of Additional Supplementary Files

**File Name:** Supplementary Data 1

**Description:** ChIP-Seq data. GR and E2A ChIP-Seq peaks from Dex-treated mouse liver. Reproducible, annotated peaks called in 2 biological replicates are listed by chromosomal position.

**File Name:** Supplementary Data 2

**Description:** RNA-Seq data analyses from different tissues. Genes differentially expressed in liver, muscle or WAT of untreated and Dex/Corttreated E47 mutant mice. Values are fold change in gene expression as log2 (log2FC).

**File Name:** Supplementary Data 3

**Description:** Relative luciferase activity. Luciferase activity for each human reporter sequence, normalized to transfection efficiency, to vehicle and to empty vector. Averages of triplicates are shown.

How the deposited data were processed for this re-analysis (not part of the article)

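The data analysed here are the called peaks of the GR and E2A ChIP-Seq in wild-type mouse liver, with 2 biological replicates each and 4 samples in all. Samples were assigned to GR or E2A and to a replicate by their labels. The descriptions attached to both E2A samples name a GR ChIP, in wild type for the first and in E47 mutants for the second. The titles, antibody and genotype of both samples and the paper name E2A in wild type, and these were used. The replicate numbers of the GR samples in the labels and in the names of the deposited lists are opposite, and those of the labels were used. The labels call the livers untreated and the description of Supplementary Data 1 calls them Dex-treated.

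To make these files, the authors aligned reads to mm10 with BWA-MEM, removed duplicates with Picard Tools, kept uniquely mapped read pairs, downsampled to 18 mio read pairs for GR and 22 mio for E2A, and called peaks with MACS2 in each sample. The deposited values are the start, end and width of each peak in bp and the distance in bp to the transcription start site of the nearest gene, with the gene feature the peak lies in, and none of them is normalized. The paper's text does not name the control, the peak threshold or the annotation tool. The lists hold from 1892 to 7334 peaks per sample and no read counts, peak heights or q-values. The depth behind a peak is therefore unknown, and the 95% Wilson intervals of shares of peaks cover counting error only.

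Peaks of the replicates of a ChIP that shared at least 1 bp were merged, and a GR and an E2A peak that shared at least 1 bp were counted as shared. A peak was counted as a promoter peak when the deposited annotation of any of its called peaks said promoter. Overlap was compared with 1000 shuffles of the E2A peaks within their chromosomes. Motifs were counted by consensus sequence in 200 bp at the centres of merged peaks of at most 2000 bp, since the lists give no summits, and in flanks that began 500 bp away. The consensus sequences were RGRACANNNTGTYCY for the GRE and RGGNCAAAGGTCA for DR1, each with up to 2 mismatches, and TTRCRYAA for C/EBP, CAAAGTYCA for HNF4, TGTTTAY for FOX, ATYGATY for HNF6, TTCNNNGAA for STAT5, TGASTCA for AP-1, TGACGTCA for CRE, CANNTG and its 10 cores. This differs from the de novo and known motif search of HOMER that the authors ran. Gene sets were formed from the nearest gene in the deposited annotation, and for distances to transcription start sites from the GENCODE annotation of mm10. Word stems in gene names stood in for gene ontology. The lists of Supplementary Data 2 were joined by gene symbol, after 10 repeated genes of the Cort list and 2 of the acute Dex list were dropped.

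Shares were compared with two-sided Fisher's exact tests, and tests within a family were adjusted by the Benjamini-Hochberg method. Odds ratios within bins of 5% GC content are Mantel-Haenszel odds ratios. The difference between 2 gene lists was tested with 10000 permutations. Python 3.11.15 was used with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, statsmodels 0.14.6, pysam 0.24.0 and matplotlib 3.10.9, and samtools 1.23.1 indexed the genome. The genes considered by name are the 19 that the paper names for its ChIP-Seq in the text or in Fig. 1, and the peaks of some of them are not reported here. A second part of that rule, the shared peaks with the largest enrichment, was not applied because the lists give no enrichment.

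The results, tests, genes named and alternatives were chosen before the data were examined, apart from the alternatives, tests and look-ups said to be chosen after seeing the data or the result. The alternatives changed the width limit, the overlap that counts as shared, the replicates required, the flanks and windows of the motif counts, the way peaks were shuffled and the definition of a nearby gene, and left out each replicate in turn. The code was tested on simulated data. With 300 overlaps planted among random peaks, 310 were found. All 4000 of 4000 planted motifs were found, and 14 of 400 tests on random sequence (3.5%) had a p-value under 0.05. The random windows and flanks were drawn with the same base composition, whereas GR windows and flanks had 58.0% and 46.4% GC. The 3.5% therefore does not cover differences that come from GC content. The RNA-Seq reads, the qRT-PCR, reporter and proteomic data, the ChIP-Seq in E47 mutants and the IgG control were not analysed here.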

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

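The tests of wide peaks, of CpG content, of dependence on E47 and of GR peaks of any kind were chosen only after the result was seen.

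Genes with a shared GR-E2A peak were compared between the genes that fell and the genes that rose in E47 mutants. After acute Dex, 39 of 108 falling genes (36.1%) and 17 of 88 rising genes (19.3%) had a shared peak, an odds ratio of 2.36 (two-sided Fisher's exact test, adjusted p = 0.0310). In the Cort list it was 69 of 571 (12.1%) and 51 of 279 (18.3%), an odds ratio of 0.614 (adjusted exact p = 0.0310), and in the Dex list 35.9% and 28.7%, an odds ratio of 1.39 (adjusted exact p = 0.243). The result stands out because the acute Dex and Cort lists differ, with a ratio of odds ratios of 3.78 (p = 0.0024 from 10000 permutations of the list labels within falling and within rising genes, with 0.5 added to each count before the ratio was taken). Loss of B cells in the whole-body mutants was tested as a technical source of falling genes. Of 24 B-cell markers, 1 fell in the Cort list (Blnk), and without it the Cort odds ratio was 0.616. With so few of these markers falling, they do not account for the Cort value, and genes of B cells outside these markers and the immunoglobulin genes were not tested. The hypothesis that co-bound genes depend on E47 for their expression asks for an odds ratio above 1 in all 3 lists, and the lowest, 0.614, is the Cort value given above, so it is no separate test and settles nothing. For a GR peak of any kind, falling against rising genes gave odds ratios of 2.62 after acute Dex (exact p = 0.00151), 0.817 in the Cort list (exact p = 0.213) and 1.81 in the Dex list (exact p = 0.0262). Among genes with a GR peak, the odds ratio of a shared peak was 1.36 after acute Dex (39 of 66 against 17 of 33, exact p = 0.523), 0.638 in the Cort list (exact p = 0.0781) and 1.03 in the Dex list (exact p = 1). The acute Dex value was therefore not shown to be specific to peaks shared with E2A. The acute Dex and Cort lists differ in ligand, duration and genotype together, and these were not told apart. The Dex and Cort lists share genotype and duration, and their odds ratios of 1.39 and 0.614 were not tested against each other. The expression level of the listed genes was not tested either, so no biological reading is offered.

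Peaks wider than 2000 bp, which the paper does not discuss, met a peak of the other ChIP more often than the rest. Of 148 such GR peaks, 120 met an E2A peak (81.1%, 95% Wilson interval 74.0 to 86.6%), against 29.9% of the other GR peaks, and all 35 such E2A peaks met a GR peak. The widest GR peaks were those at Errfi1 (20609 bp), Alb (18073 bp) and Alas1 (17441 bp). On average 70.2% of the sequence of the 148 wide GR peaks lay in a protein-coding gene, against 63.4% for the other GR peaks, and for E2A it was 58.8% and 57.2%. Fewer of the wide GR peaks lay entirely in such a gene, 26.4% against 45.0%. Width alone raises the chance of meeting a peak, so the other GR peaks were extended to the same widths, after which 35.7% met an E2A peak and the odds ratio was 7.73 (two-sided Fisher's exact test, p = 4.0e-29). Width alone therefore did not account for the overlap, but this comparison does not test for signal over gene bodies. The share of peaks entirely in a gene tends to fall with width, and a peak that runs past both ends of a gene is not counted in it. That share therefore cannot speak against signal over gene bodies. Signal that does not depend on the antibody remains open, and an IgG control, which would test it directly, was not analysed here. Binding of both factors along these genes cannot be told apart from that explanation.

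The sequence TGACGTCA, a motif that the paper does not report, was found in 1.18% of GR peak windows and 0.0988% of flanks, an odds ratio of 12.1 (102 against 16 windows, adjusted exact p = 2.3e-30), and in E2A peaks the odds ratio was 25.7. CpG content of promoters was tested as a technical explanation. In distal GR peaks the odds ratio was 4.23 (16 against 7 windows, adjusted exact p = 0.0024), and within bins of GC content, a setting chosen after seeing the data, it was 7.89. Against shuffled dinucleotides it was 14.7, so the enrichment stayed in these 3 comparisons. It was enriched with both antibodies, and sites that precipitate with any antibody remain a candidate explanation that this test did not address. The samples are of a single condition, so no biological explanation was tested.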

How the results depend on the processing

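The overlap of GR and E2A peaks exceeded that of shuffled peaks under every alternative run, from 4.02-fold to 267-fold beside 152-fold. No alternative limited the shuffled peaks to accessible chromatin. With replicate as a block, pairing GR 1 with E2A 1 and GR 2 with E2A 2, the fold was 199, and with crossed pairs it was 198. The replicate numbers come from the labels, and those of GR are in conflict. With E2A peaks moved by 10 to 500 kb only, the fold was 55.9. Of 130 values of the main comparisons under alternatives, 95 kept their direction and their side of the threshold, moved by less than their interval or, for counts, stayed within 1.5 times the main count, and the others are given here; the cause was not tested unless stated.

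The stricter threshold by q-value or peak strength and the comparison of peak strength between shared and GR-only peaks were not run, because the lists have no such column. A subset of the wider peaks of each sample, chosen after seeing the data, was run in its place. It left 4606 GR and 2456 E2A peaks, 1159 and 508 in both replicates, and 1212 GR peaks at an E2A peak. The odds ratio of promoters in shared against GR-only peaks was then 1.05, and that of co-bound genes falling after acute Dex was 1.79, no longer past the threshold.

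With peaks called in both replicates only, 469 GR peaks (17.1%) met an E2A peak and 43.8% of E2A peaks met a GR peak. The odds ratio of promoters reversed to 1.06 against GR-only and to 0.881 against E2A-only peaks, and that of co-bound genes after acute Dex fell below the threshold at 1.24. With peak centres within 250 bp, 46.7% of E2A peaks met a GR peak, the odds ratio of promoters against GR-only peaks was 0.794 and past the threshold, and the odds ratios of metabolic names (1.31) and of co-bound genes in the Cort list (0.801) were not. An overlap of at least 50% of the shorter peak gave 0.896 for promoters, past the threshold. Among genes with exactly 1 peak, metabolic names reversed to 0.972. With peaks of at most 2000 bp, co-bound genes passed the threshold neither in the Cort list (0.645) nor after acute Dex (2.18), nor did the latter with peaks within 50 kb (2.09).

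By distance to the transcription start site, the share of Cort genes with a GR peak was 58.9% at 50 kb and 72.6% at 100 kb, on the other side of the untreated list than by nearest gene. That of acute Dex genes was 63.8% at 50 kb, 76.0% at 100 kb and 56.6% at 25 kb, no longer apart from the untreated list. The distances of 25 and 100 kb were chosen after seeing the data.

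Against shuffled dinucleotides, in distal peaks, in peaks called in both replicates and within bins of GC content, the last chosen after seeing the data, FOX in GR peaks reversed to odds ratios of 2.64, 1.54, 1.16 and 1.90. AP-1 in GR peaks reversed to 1.13 in distal peaks, 1.09 in both replicates and 1.18 within GC bins. CANNTG in GR peaks was 1.04 in distal peaks, 0.998 within GC bins and 0.904 against shuffled dinucleotides, and CAGGTG was 1.03 in distal peaks. In E2A peaks, the GRE was 1.25 against shuffled dinucleotides, 1.01 in distal peaks and 0.918 within GC bins, and CANNTG was 0.939, 1.05 and 1.01. STAT5 in E2A peaks was 1.24 against shuffled dinucleotides, 1.07 in distal peaks, 1.02 in 100 bp windows and 1.2 within GC bins. CAGCTG in E2A peaks called in both replicates was 0.903. GC content was tested as a cause by the values within GC bins, and no other cause of these changes was tested.

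Leaving out each replicate in turn gave 4291 to 7334 GR peaks and 1892 to 4028 E2A peaks, with 1140 to 2344 GR peaks at an E2A peak. The shares ranged from 13.0 to 39.4% of GR peaks and from 35.1 to 64.5% of E2A peaks, and the fold over shuffled peaks from 153 to 207. Odds ratios of promoters ranged from 0.809 to 1.31 against GR-only and from 0.920 to 3.16 against E2A-only peaks, those of metabolic names from 1.32 to 1.58 and those of MAPK names from 0.441 to 0.895. Co-bound genes had 1.19 to 1.70 for Dex, 0.550 to 0.613 for Cort and 1.98 to 2.53 for acute Dex. The share of genes with a GR peak ranged from 41.2 to 61.5% for Dex, 19.3 to 28.5% for Cort and 37.8 to 46.9% for acute Dex. The GRE in GR peaks ranged from 1.39 to 2.33 and CANNTG in E2A peaks from 0.758 to 0.771. The numbers of enriched motifs have no such values. Among single motifs, another 9 values under alternatives were no longer past the threshold and 16 moved with a replicate left out, while 88 values under alternatives kept their direction and their side of the threshold, though some changed in size, and 28 with a replicate left out differed by less than the spread between replicates. With a replicate left out, the values of that ChIP rest on a single sample.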

Differences from the paper's values

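The paper's text gives 63% as the lowest share of differentially expressed genes with a nearby GR peak among the GC-treated liver lists, and here the lowest was 32.8%, that of the Cort list by nearest gene. What counts as nearby is not defined in the paper's text, so part or all of the gap may lie in the definition. By list, the paper's value for Cort is about 63% in Fig. 3g, read by eye, against 32.8% here, and the paper's value for acute Dex is about 79% in Fig. 3g, read by eye, against 50.5% here. Of the alternatives set before the data were examined, the one that counts genes with a transcription start site within 50 kb of a GR peak brought the values to 58.9% for Cort and 63.8% for acute Dex, within 1.5 times the paper's. The other alternatives set before the data were examined left both gaps open: a limit of 2000 bp on peak width (32.8% and 50.0%), peaks called in both replicates only (13.4% and 30.6%), each GR replicate left out (28.5% and 19.3% for Cort, 46.9% and 37.8% for acute Dex), nearest genes within 50 kb (30.9% and 50.0%) and only listed genes with a known symbol (33.0% and 51.6%). Distances of 25 kb (46.0% and 56.6%) and 100 kb (72.6% and 76.0%) also came within 1.5 times the paper's values, and both were chosen after seeing the values. Keeping only the wider peaks of each sample, also chosen after seeing the values, gave 19.8% and 36.2%.

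Some directions that the paper states were not found in part of the comparisons. The paper reports E-Boxes as enriched near GREs in GR peaks. CANNTG beside a GRE had an odds ratio of 1.44 in all GR windows and 0.975 in distal ones. The 1.44 mixes promoter windows with distal ones, which hold more of both motifs, so it does not show the paper's direction. Against flanks, CANNTG had an odds ratio of 0.692 in GR peaks. For E2A peaks the paper lists the E-Box among the motifs, whereas CANNTG had an odds ratio of 0.789 against flanks, and the core CACGTG, at 1.98 in both cistromes, followed the paper's direction. CACGTG was enriched against flanks in GR-only peaks (1.91) as in E2A-only peaks (1.85), so it is no sign of E47 binding in particular. The paper reports FoxA motifs in GR-bound sequences, whereas FOX had an odds ratio of 0.940 there, and it reports GREs as enriched in E2A peaks, whereas their odds ratio was 0.807. For FOX, the odds ratio was above 1 in distal peaks (1.54), against shuffled dinucleotides (2.64), in peaks called in both replicates (1.16) and, in a setting chosen after seeing the values, within bins of GC content (1.90). The GRE in E2A peaks had an odds ratio of 1.25 against shuffled dinucleotides and 1.01 in distal peaks, and CANNTG of 1.04 in distal GR peaks, 1.05 in distal E2A peaks and, in a setting chosen after seeing the values, 1.01 within bins of GC content in E2A peaks. The paper names Igfbp1 among the genes bound by both factors, whereas the closest E2A peak to its transcription start site lay 61928 bp away.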

Other observations

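The tests of library depth and of X-linked genes were chosen only after the result was seen.

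GR replicate 2 had 7334 peaks and replicate 1 had 4291, and promoters held 57.4% and 34.3% of them. Promoter signal without the GR motif was tested as a technical explanation. A GRE was found in 11.1% of 4539 windows called in replicate 2 only (12.2% of their flanks) and in 25.3% of 1474 windows called in replicate 1 only, an odds ratio of 0.369 (two-sided Fisher's exact test, adjusted p = 6.8e-36). In distal peaks alone the shares were 20.5% and 26.9%, an odds ratio of 0.700 (adjusted exact p = 1.9e-04). These values are consistent with additional signal at promoters in replicate 2. A difference in depth alone would leave nearly all replicate 1 peaks among those of replicate 2, whereas 65.6% were found there. The livers are of a single condition, so no biological explanation was tested.

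Within the E-Box, CACGTG had an odds ratio of 1.98 in GR peaks and 1.98 in E2A peaks. CpG content of promoters was tested as an explanation, and in distal GR peaks, where it would be lost, the odds ratio was 1.845 (adjusted exact p = 1.7e-09). Within bins of GC content, a setting chosen after seeing the data, it was 1.55 in GR peaks and 1.49 in E2A peaks, so it was lower there and stayed above 1. CACGTG had an odds ratio of 0.902 between E2A-only and GR-only peaks (two-sided Fisher's exact test, adjusted p = 0.594), so it did not set E2A sites apart. Direct binding of E47 to CAGCTG or CAGGTG cores predicts more of them in E2A-only than in GR-only peaks. CAGCTG was enriched against flanks in E2A peaks (odds ratio 1.34) and CAGGTG was not (0.845). The CAGCTG value was 1.00 without E2A replicate 1, 1.36 without E2A replicate 2 and 0.903 in peaks called in both replicates. Its enrichment was therefore not found without E2A replicate 1. Between E2A-only and GR-only peaks the odds ratio of CAGCTG was 0.971 (adjusted exact p = 0.787) and that of CAGGTG 0.943 (adjusted exact p = 0.594). For CANNTG as a whole it was 1.38 (63.1% against 55.4%, adjusted exact p = 5.4e-09), in windows with 51.7% and 57.9% GC that were not matched for it. These counts leave open whether E47 binds such cores directly.

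The E-Box CANNTG was less frequent in GR peaks than in flanks, with an odds ratio of 0.692. GC content was tested as the explanation, since GR windows had 58.0% GC and flanks 46.4%. Within bins of 5% GC content the odds ratio was 0.998, and against the windows' own sequence with shuffled dinucleotides it was 0.904 (adjusted exact p = 0.00159). Against flanks no lower frequency remained within GC bins, so GC content may account for that difference. The comparison with shuffled sequence uses no flanks, and its value of 0.904 was left unexplained.

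A GRE was found in 13.5% of the 422 GR windows called in all 4 samples and in 31.0% of the 1449 windows called in both GR replicates and no E2A replicate. The odds ratio was 0.348 (two-sided Fisher's exact test, adjusted p = 8.4e-13). Promoters held 43.1% and 44.0% of these windows, so their promoter shares were close. This was the pattern set out in advance for sites that precipitate with any antibody, which may therefore be part of the shared peaks. GR reaching such sites through other bound factors would give the same pattern, and it was not tested apart from it, since an IgG control was not analysed here. The flanks of the 422 windows held a GRE in 12.6% of cases, close to the windows themselves. Distal GR windows with an E2A peak held more GREs than their flanks (20.2% against 12.1%), so shared peaks as a whole do not lack them.

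Few peaks lay on the X chromosome, 41 of 8795 GR peaks (0.466%) and 6 of 4783 E2A peaks (0.125%), against 4.32% of protein-coding genes. A shortage of X-linked genes among the genes studied in liver was tested as the explanation. Promoter GR peaks lay on X in 0.541% of cases and genes of the 4 liver lists in 2.22%, an odds ratio of 0.240 (two-sided Fisher's exact test, p = 2.3e-07), so that shortage does not account for it. Copy number in male mice, mappability and filtering of the libraries were not tested.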
